# BMP-dependent mobilization of fatty acid metabolism promotes *Caenorhabditis elegans* survival on a bacterial pathogen

**DOI:** 10.1242/dmm.052357

**Published:** 2025-11-25

**Authors:** Katerina K. Yamamoto, Margaret Wan, Rijul S. Penkar, Cathy Savage-Dunn

**Keywords:** *C. elegans*, BMP, Lipid metabolism, Innate immunity

## Abstract

The bone morphogenetic proteins (BMPs) are secreted peptide ligands of the transforming growth factor beta (TGF-β) family, initially identified for their roles in development and differentiation across animal species. They are now increasingly recognized for their roles in physiology and infectious disease. In the nematode *Caenorhabditis elegans*, the BMP ligand DBL-1 controls fat metabolism and immune response, in addition to its roles in body size regulation and development. DBL-1 regulates classical aspects of innate immunity, including the induction of anti-microbial peptides. We theorized that BMP-dependent regulation of fat metabolism could also promote resilience against microbial pathogens. We found that exposure to a bacterial pathogen alters total fat stores, lipid droplet dynamics and lipid metabolism gene expression in a BMP-dependent manner. We further showed that fatty acid desaturation plays a major role in survival on a bacterial pathogen, whereas fatty acid β-oxidation plays a more minor role. We conclude that *C. elegans* mobilizes fatty acid metabolism in response to pathogen exposure to promote survival. Our investigation provides a framework to study potential metabolic interventions that could support therapeutics that are complementary to antibiotic strategies.

## INTRODUCTION

Signaling pathways enable organisms to respond to environmental threats and avoid disease. The organismal phenotypes that result from the action or dysfunction of these pathways is determined by gene–environment interactions. An example of this is host–pathogen interactions, where organisms face many microbes in their environment, requiring the host immune system to defend against infection. Immunity includes both antibody-based adaptive immunity and innate immunity, which is the first line of defense. Most research on innate immunity has focused on mechanisms that reduce pathogen load, such as the regulation of anti-microbial peptides (AMPs) (Kim and Ewbank, 2018). However, less is known about the role of host metabolism in supporting survival independently of anti-bacterial responses.

*Caenorhabditis elegans*, a small free-living nematode, has been used as a model organism for decades owing to its short lifespan, easy laboratory maintenance, genetic tractability and physical features (Brenner, 1974; C. elegans Sequencing Consortium, 1998). The *C. elegans* diet consists of available bacteria in their environment, which in the laboratory is a non-pathogenic strain of *Escherichia coli*. This system is easily modified to study immunity, because the food source can be replaced with pathogenic bacteria, making it an excellent model system for the study of immunity (Nicholas and Hodgkin, 2002). In the wild, this soil-dwelling nematode encounters numerous pathogens, relying on its immune system for survival. Although *C. elegans* lack adaptive immunity, they have several other mechanisms for immune defense. These include pathogen-avoidance behaviors and innate immunity, including physical barriers and antimicrobial peptide expression. Another potential mechanism of defense is immune tolerance, which aims to reduce how an organism withstands the negative side-effects of an infection, rather than reducing the infection directly, but whether this mechanism contributes to *C. elegans* survival on pathogens has yet to be determined.

Immunity, like other aspects of metazoan physiology and development, is dependent on cell signaling. In particular, transforming growth factor-β (TGF-β) signaling in multicellular animals is widely conserved and has been shown to regulate many aspects of cell function (Robertis, 2008). Bone morphogenetic proteins (BMPs) are a major group within the TGF-β superfamily, first identified for regulating bone and cartilage development (Urist and Strates, 1971), but emerging as modulators of homeostasis. The BMP-like DBL-1 signaling pathway in *C. elegans* regulates innate immunity, lipid metabolism, body size and male tail development, among other functions (Gumienny and Savage-Dunn, 2013; Yamamoto and Savage-Dunn, 2023). This signaling pathway begins with the ligand DBL-1 (Morita et al., 1999; Suzuki et al., 1999), which binds a heterotetrameric receptor complex composed of the type I receptor SMA-6 (Krishna et al., 1999) and the type II receptor DAF-4 (Estevez et al., 1993). The signal is then transduced by the receptor-regulated Smads SMA-2 and SMA-3, and the common mediator Smad SMA-4 (Savage et al., 1996). This pathway was first identified as a major regulator of innate immunity when mutants of the DBL-1/BMP pathway exhibited decreased survival when exposed to the pathogenic bacteria *Serratia marcescens* (Mallo et al., 2002). Defects in immunity have been seen on many other pathogens, including bacteria *E. coli*, *Enterococcus fecalis*, *Pseudomonas aeruginosa* strain PA14, *Salmonella enterica*, *Salmonella typhimurium* strain SL1344, *Photorhabdus luminescens* and the nematophagous fungus *Drechmeria coniospora* (Ciccarelli et al., 2024a; Portal-Celhay et al., 2012; So et al., 2011; Tenor and Aballay, 2008; Zugasti and Ewbank, 2009). The DBL-1/BMP signaling pathway also regulates lipid metabolism in *C. elegans*, as BMP mutants show reduced fat stores (Clark et al., 2018, 2021; Yu et al., 2017).

Immune response in *C. elegans* has been shown to modulate lipid metabolism. A study found that animals exposed to some pathogenic bacteria undergo lipolysis and rapidly utilize lipid droplets, regulated by the nuclear hormone receptor NHR-49 (Dasgupta et al., 2020). This study observed a pathogen-specific alteration of fat stores in wild-type animals, with *P. aeruginosa*, *Staphylococcus aureus*, *E. faecalis* and *Cryptococcus neoformans* depleting neutral lipids after 8 h of exposure, whereas *S. typhimurium* after similar exposure did not. Another publication supported the involvement of NHR-49 in lipid regulation after infection, showing that it promotes immune resistance to *P. aeruginosa*, and its pathogen-induced targets include lipid metabolism genes and immune response genes (Naim et al., 2021). The transcription factor SKN-1 is also involved in regulating fat stores after infection. Previously, SKN-1 activation was shown to re-distribute lipids from somatic tissue to germline cells under oxidative and nutrient stress (Lynn et al., 2015). Subsequent work showed that SKN-1-dependent re-distribution of lipids also happens after pathogen exposure, and SKN-1 activation contributes to immune resistance to *P. aeruginosa* (Nhan et al., 2019). Further support for lipid metabolism gene expression changing in response to pathogen exposure was seen in another study, in which exposure to *Bacillus thuringiensis* resulted in differentially expressed genes enriched for lipid metabolism (Zárate-Potes et al., 2020).

Immunity-linked genes, genes upregulated in response to infection, are also often upregulated in response to lipid metabolism disruptions, both considered environmental stresses (Fanelli et al., 2023). The connecting mechanism is that these immunity-linked genes support secretory functions under stressful conditions. Certain lipid species have also been identified as necessary for a normal immune response. For example, oleic acid, a monounsaturated fatty acid (MUFA) was found to be required, and mutants deficient in oleic acid had decreased survival when exposed to bacterial pathogens, such as *P. aeruginosa* and *S. marcescens* (Anderson et al., 2019). Two 18-carbon polyunsaturated fatty acids (PUFAs), gamma-linoleic acid and stearidonic acid, were also found to be required to maintain p38 MAP kinase pathway activity and, when deficient, resulted in an increased susceptibility to infection (Nandakumar and Tan, 2008).

The DBL-1 regulation of immune response and lipid metabolism have, thus far, been seen as separate. However, here, we explore whether these two activities are connected and whether DBL-1 regulation of lipid metabolism has implications in immune response. We found that pathogen exposure affects fat storage, expression of genes involved in fatty acid desaturation and β-oxidation, and lipid droplet dynamics, in a DBL-1/BMP-dependent manner. Thus, BMP signaling regulates fatty acid metabolism after bacterial pathogen exposure for improved survival.

## RESULTS

### Pathogen exposure causes BMP-dependent alterations in fat storage

The first step in determining whether the immune response and lipid metabolism are connected was to identify whether there is a change in fat accumulation after pathogen exposure. Although we know that mutants of the DBL-1/BMP signaling pathway have low fat accumulation (Clark et al., 2018), whether the levels change after infection was unknown. *dbl-1* mutants and wild-type controls at the fourth larval stage (L4) were placed on either non-pathogenic control *E. coli* bacteria or onto pathogenic bacteria, and, after 24 h, when animals became young adults, we conducted Oil Red O (ORO) fat staining to quantify their fat stores (Fig. 1A). We selected ORO because this stain accurately corresponds to triglyceride levels measured in biochemical studies (O'Rourke et al., 2009). The 24 h timepoint was selected as this is sufficient time for intact bacteria to proliferate in the intestinal lumen and for some antimicrobial peptides to increase in expression (Mallo et al., 2002). We focused on the anterior intestine based on our prior results (Clark et al., 2018) showing that ORO staining intensity is higher in the anterior intestine and gradually diminishes through the mid-body and posterior intestine, except for a small patch of higher intensity at the extreme posterior. Although the relationship between genotypes is maintained across these anatomical regions, the anterior intestine provides the highest resolution for ORO quantification. In wild-type animals, we found that 24 h exposure to a pathogen of moderate virulence, *S. marcescens*, resulted in a small, but not significant, decrease in fat accumulation (Fig. 1B). A slight decrease in fat accumulation was seen consistently, but significance varied, as it reached significance in some trials but not others (Fig. 1B). However, 24 h exposure to a pathogen of severe virulence, *P. luminescens*, resulted in a significant decrease in fat accumulation, with an average magnitude change of 10% (Fig. 1B). In contrast to wild-type animals, *dbl-1* mutants had a dramatic and highly significant loss in total fat stores when exposed to *S. marcescens* and *P. luminescens*, with magnitudes of 25-50% (Fig. 1C). Images of the stained *dbl-1* mutant animals show a substantial decrease in fat stores (Fig. 1E,F). To validate these results in another BMP signaling mutant, we repeated the experiment with *sma-3*/*Smad* mutant animals. Similar to *dbl-1* mutants, *sma-3* mutants also had a substantial decrease in fat stores when exposed to either *S. marcescens* or *P. luminescens* (Fig. 1D). We conclude that the BMP signaling pathway regulates lipid stores during infection with a pathogen. For all further experiments, we used *S. marcescens* as a pathogen because wild-type animals were better able to maintain levels of stored fat when exposed to *S. marcescens* than to *P. luminescens*.

**Fig. 1.**
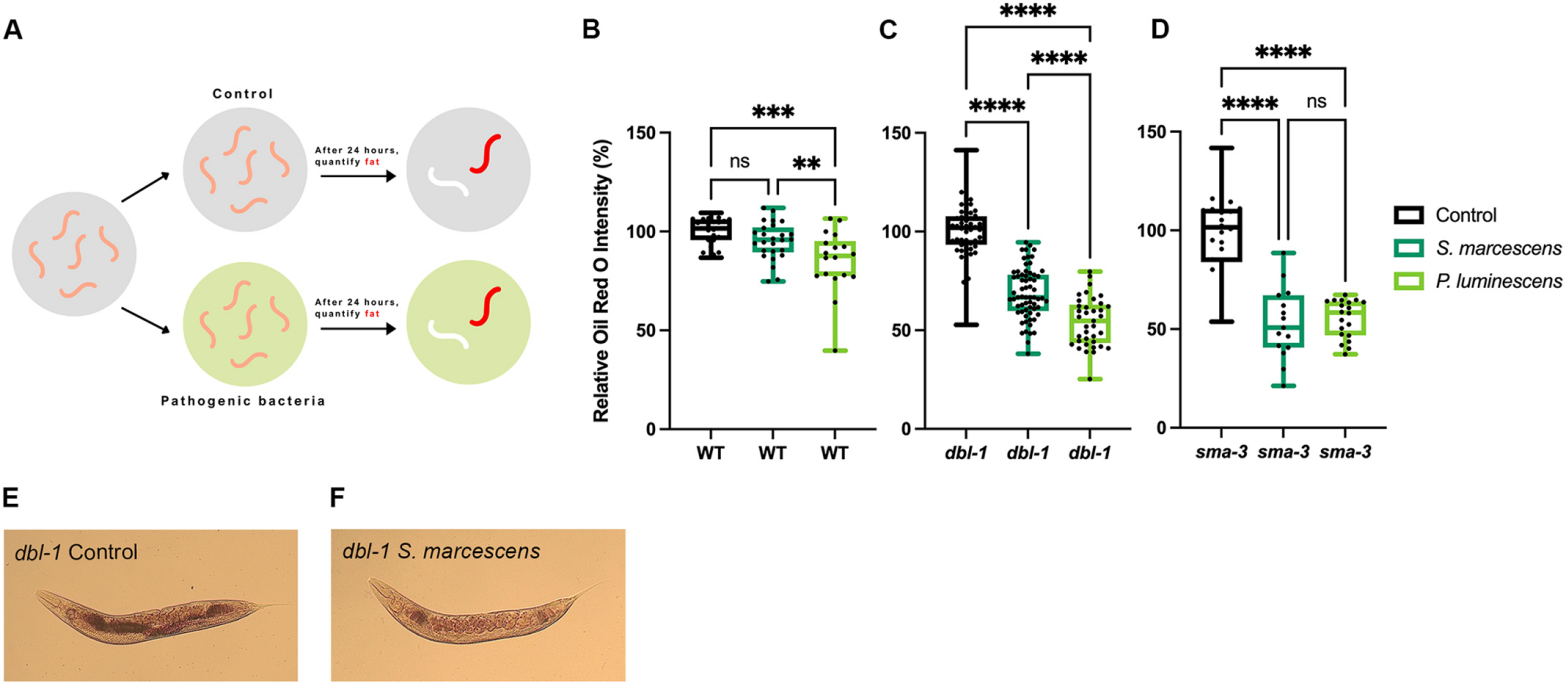
**Pathogen exposure causes BMP-dependent alterations in fat storage.** Quantification is presented as normalized to the internal control, the same strain on non-pathogenic bacteria. For results normalized to the wild-type control, see Fig. S1. (A) Experimental schematic: L4 animals are transferred to either control or pathogenic bacteria. After 24 h, the animals are stained with Oil Red O (ORO). (B-D) Lipid accumulation of wild-type (WT; B), *dbl-1* (C) and *sma-3* (D) animals after 24 h pathogen exposure, stained with ORO. ORO experiments were repeated in triplicate on independent biological samples, with at least 15 animals per condition. Data points represent individual animals. Brown–Forsythe and Welch ANOVA multiple comparisons tests were used to determine significance. Boxes show second and third quartiles; whiskers show minimum and maximum values (E,F) Representative images of lipid accumulation in *dbl-1* mutants after 24 h exposure to *E. coli* (E) or *S. marcescens* (F). ns, *P*>0.01; **P≤0.01; ***P≤0.001; ****P≤0.0001.

### Alterations in fat storage have complex temporal dynamics and occur in the absence of pathogen ingestion

We were surprised to see the dramatic fat loss in the BMP mutants in only 24 h of pathogen exposure. We wondered whether 24 h was the earliest timepoint at which the decrease would be observed, and, thus, we investigated the temporal dynamics of lipid accumulation upon infection prior to 24 h. We repeated the ORO fat staining after pathogen exposure and assayed lipid levels at 6 h, 12 h, 18 h, and 24 h in wild types and *dbl-1* mutants. In wild-type animals, across all time points, there was either no significant change in fat after pathogen exposure or there was a small decrease, indicating that wild-type animals are able to maintain lipid homeostasis (Fig. 2A). However, in *dbl-1* mutants, we saw a more dynamic trend unfold (Fig. 2B). At 6 h, animals exposed to pathogen showed a highly significant increase in fat stores. At 12 h, there was still an increase in fat stores; however, the magnitude was smaller. At 18 h, it appeared there was no difference between animals on control bacteria and the pathogenic *S. marcescens*. At 24 h, we saw the significant decrease we had originally observed. We conclude that, in *dbl-1* mutants, there is an immediate increase in fat stores in response to pathogen exposure, which are depleted by 24 h. These results suggest that, upon pathogen exposure, the loss of BMP signaling results in lipid dysregulation, perhaps having consequences for these animals' survival.

**Fig. 2.**
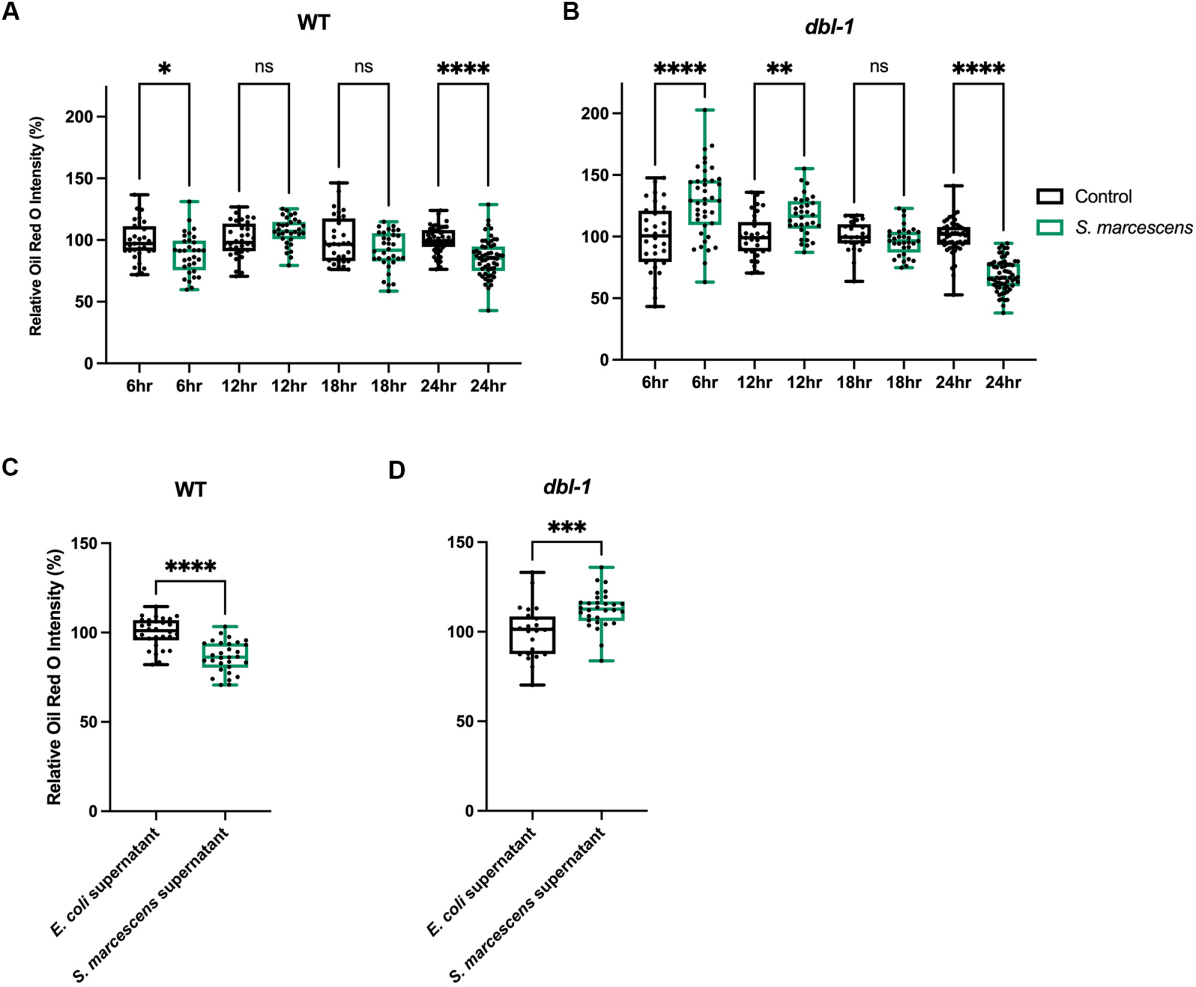
**Alterations in fat storage have complex temporal dynamics and occur in the absence of pathogen ingestion.** Quantification is presented as normalized to the internal control, the same strain at the same timepoint on non-pathogenic bacteria. (A,B) Lipid accumulation of wild type (A) and *dbl-1* (B) after exposure to *E. coli* or *S. marcescens* for 6 h, 12 h, 18 h or 24 h. ORO experiments were repeated in triplicate on independent biological samples, with at least 30 animals per condition. Data points represent individual animals. Brown–Forsythe and Welch ANOVA multiple comparisons tests were used to determine significance. (C,D) Lipid accumulation of wild-type (C) and *dbl-1* mutant (D) animals after 24 h exposure to *E. coli* bacteria, with either *E. coli* supernatant or *S. marcescens* supernatant, stained by ORO. ORO experiment was repeated in duplicate on independent biological samples, with 30 animals per condition. Data points represent individual animals. Boxes show second and third quartiles; whiskers show minimum and maximum values. Brown–Forsythe and Welch ANOVA multiple comparisons tests were used to determine significance. ns, *P*>0.01; *P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001.

Given that *C. elegans* are bacteriotrophs and consume bacteria in their environment as food, we wondered whether the dramatic changes in fat exhibited by BMP mutants after pathogen exposure were simply due to nutritional differences between *E. coli* and bacterial pathogens. To test this, we determined the effect of exposure to the supernatant of the bacterial culture, made by centrifuging and filtering the overnight bacterial culture. We expected that this would remove all bacterial cells, and thus the majority of the nutrition, while leaving supernatant with secreted peptides, a potential source of pathogenicity. All the plates had a lawn of *E. coli* as a food source for the animals, supplemented with either the *E. coli* or *S. marcescens* filtered supernatant on top (Mallo et al., 2002). We repeated the 24 h exposure using these plates, followed by ORO fat staining. Both wild-type and *dbl-1* mutants had changes in fat accumulation following the filtered supernatant exposure, suggesting that it triggered an organismal response. Wild-type animals showed a decrease in fat levels when exposed to the *S. marcescens* supernatant, similar to that seen after 6 h of pathogen exposure (Fig. 2C). In *dbl-1* mutants, we observed an increase in fat stores at 24 h, similar to that observed after 6-12 h of exposure to a lawn of *S. marcescens* (Fig. 2D). In both genotypes, 24 h of supernatant exposure caused changes similar to that seen in a shorter exposure to pathogen, consistent with a milder response to supernatant. Taken together, these results confirmed that the changes in fat accumulation cannot solely be due to nutritional changes.

### RNA sequencing reveals that lipid metabolism genes are highly over-represented among differentially expressed genes in response to *S. marcescens*

Our results suggested an active organismal response to pathogen exposure leading to changes in lipid stores; thus, we hypothesized that transcriptional changes could be responsible for the changes in lipid accumulation observed after pathogen exposure. We conducted whole-animal RNA sequencing (RNA-seq) of wild types and *dbl-1* mutants after 24 h exposure to either *E. coli* or *S. marcescens*. 

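Wild-type (N2) animals and *dbl-1* mutants, which lack function of the BMP ligand DBL-1, were moved at the fourth larval stage either to *S. marcescens* Db11 or to fresh plates of the control strain *E. coli* DA837, and RNA of whole animals was taken 24 h later. Each of the 4 groups had 3 independently collected replicates, 12 libraries in all. The authors mapped the single-end reads to the WormBase WS273 genome, counted them per gene with STAR and deposited the count of each of 46911 genes without normalization. The version of STAR and whether strand was used in counting are not given in the sources used here. Counts on genes totalled 24366567 to 44412295 per library in wild types on *E. coli* (median 36496182) and 20685083 to 26935479 in wild types on *S. marcescens* (median 20831301). They totalled 22536788 to 25854081 in *dbl-1* mutants on *E. coli* (median 25686719) and 21623687 to 25288639 in *dbl-1* mutants on *S. marcescens* (median 24209703). The paper gives 22 to 40 M reads per sample, and the values here use the counted totals. Library sizes were scaled by TMM, with factors from 0.944 to 1.05, and all 12 libraries were fitted with edgeR's quasi-likelihood model with a separate mean for each genotype and bacteria. No filter on low counts was applied, which gives the F statistics and FDR values of Tables S1 and S2. Expression is given as normalized CPM from edgeR with TMM scaling, as mean ± SD of the 3 replicates of a group, and FDR is the p-value of edgeR's quasi-likelihood F-test after Benjamini-Hochberg adjustment over the 46911 genes. Reads were found for 22521 genes, of which 13332 pass edgeR's filterByExpr. Without that filter edgeR took the spread of every gene from the trend over expression, with infinite prior degrees of freedom, whereas after the filter the prior had 6.51 degrees of freedom. On simulated counts with 200 changed genes in the wild-type comparison, whose spread differed between genes as the prior of 6.51 describes, 26.7% of the calls over 46911 genes were false without the filter and 4.37% with it. The simulated libraries were unpaired, unlike the real ones, whose replicates were paired within each genotype. These shares need not hold for the calls here. The first principal component (60.2% of the variance) separated the genotypes, and the bacteria separated on the third (5.82%). The second (9.58%) spread the wild-type replicates. On *E. coli* and *S. marcescens*, wild-type replicate 1 lay at 17.2 and 42.2 on it and wild-type replicate 2 at -26.9 and -20.8. The *dbl-1* transcript itself (WBGene00000936, chromosome V, 6758135 to 6760418 in the WBcel235 annotation) was at 3.91 ± 0.451 CPM in wild types and 4.92 ± 0.472 CPM in mutants on *E. coli*, a log2 fold change of 0.33 (standard error 0.19, edgeR FDR 0.541). Its levels on *S. marcescens* were 3.41 ± 0.989 and 4.98 ± 0.757 CPM, so the transcript level neither checks nor contradicts the genotype labels.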

For each genotype, we analyzed gene expression in *S. marcescens* versus *E. coli* to identify genes induced or repressed upon pathogen exposure. We then compared the transcriptional response on pathogen between the two genotypes, as we aimed to identify BMP-dependent genes that were differentially expressed under pathogenic conditions. Differentially expressed genes (DEGs) were identified as those upregulated or downregulated in response to pathogen [false discovery rate (FDR)<0.05] (Tables S1 and S2). 

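Between *S. marcescens* and *E. coli*, 297 genes were DEGs in wild types (180 upregulated, 117 downregulated) and 247 in *dbl-1* mutants (101 upregulated, 146 downregulated), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 297 genes of Table S1 and all 247 of Table S2 were called, each with a log2 fold change within 0.001 of the paper's and an F statistic within 0.1%. At an unadjusted p under 0.05, 1680 genes changed in wild types and 1137 in *dbl-1* mutants. The filter on low counts, limma-voom after that filter and edgeR's newer quasi-likelihood method (legacy = FALSE) each lowered all 4 counts. They gave 107, 104 and 92 upregulated and 41, 43 and 48 downregulated genes in wild types. In *dbl-1* mutants they gave 45, 48 and 50 upregulated and 56, 42 and 62 downregulated genes. After filterByExpr, 143 of the 297 wild-type DEGs and 98 of the 247 *dbl-1* DEGs were still called in a fit that ignores pairs. Only C12D12.3 among the wild-type DEGs failed that filter itself, with 0 counts in every wild-type library on *S. marcescens* and 3 to 17 on *E. coli* (this gene was picked after its values were seen). Replicate numbers paired the libraries within each genotype, and with each pair as a replicate block the downregulated genes of wild types rose to 218 and the upregulated genes of *dbl-1* mutants to 170. With that block after filterByExpr, where the prior had 13.5 degrees of freedom, 265 of the 297 wild-type DEGs and 221 of the 247 *dbl-1* DEGs were called. With only the 6 libraries of each genotype in the fit, 114 genes were upregulated in wild types and 171 in *dbl-1* mutants. Single libraries also mattered. Without wild-type *E. coli* replicate 1 or replicate 3, 119 and 118 genes were upregulated in wild types, and without wild-type *S. marcescens* replicate 2, 224 were downregulated. Without wild-type *S. marcescens* replicate 1, which enters the *dbl-1* comparison only through the shared estimate of the spread, 153 genes were upregulated in *dbl-1* mutants.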

We did not see a strong pattern of activation or repression in either genotype (Fig. 3A,B). 

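Upregulated genes rose by a median log2 fold change of 0.56 in wild types and 0.54 in *dbl-1* mutants. Downregulated genes had a median log2 fold change of -0.81 in wild types and -0.71 in *dbl-1* mutants. All 3 libraries on *S. marcescens* lay beyond all 3 on *E. coli* for 164 of the 180 upregulated and 68 of the 117 downregulated genes in wild types, and for 87 of 101 and 119 of 146 in *dbl-1* mutants. With 3 libraries against 3, chance gives 10% of genes such a separation in one direction or the other if they were not selected. These genes were called on the same libraries, so their shares are no separate evidence. Among genes at a mean of at least 0 log2 CPM whose libraries separated, the largest rise in both genotypes was that of R08F11.4, from 0.288 ± 0.195 to 2.66 ± 2.91 CPM in wild types (log2 fold change 3.28, standard error 0.35, edgeR FDR 1.98e-17) and from 0.46 ± 0.0713 to 2.87 ± 1.98 CPM in *dbl-1* mutants (2.62, standard error 0.33, edgeR FDR 5.12e-12). With a library left out the rise of R08F11.4 was between 1.85 and 3.83 in wild types and between 1.91 and 2.94 in *dbl-1* mutants. Neither was called after filterByExpr, where the edgeR FDR was 0.0561 and 0.201, and over all alternatives the adjusted p ran from 1.01e-21 to 0.378 and from 1.73e-17 to 0.533. Both rises were called after filterByExpr with each within-genotype pair as a replicate block. In the same ranking, *argk-1* had the largest fall in both genotypes, from 12.6 ± 4.84 to 0.734 ± 0.194 CPM in wild types (log2 fold change -4.11, standard error 0.22, edgeR FDR 9.69e-76) and from 6.66 ± 2.59 to 0.344 ± 0.2 CPM in *dbl-1* mutants (-4.28, standard error 0.25, edgeR FDR 2.22e-62). The fall of *argk-1* was called with every library left out in turn, between -4.36 and -3.77 in wild types and between -4.60 and -3.84 in *dbl-1* mutants. In limma-voom the *dbl-1* fall was just short, with an adjusted p of 0.0554, and over all its alternatives the adjusted p ranged from 1.24e-82 to that value. The next largest rises were *rol-1* (2.56) and *col-63* (2.35) in wild types and *spp-12* (1.80) and *odc-1* (1.54) in *dbl-1* mutants, and the next largest falls were *ugt-15* (-3.93) and *pgp-1* (-3.64) in wild types and *dhs-23* (-3.09) and T16G1.6 (-3.08) in *dbl-1* mutants. Of these, *rol-1* and *col-63* rest on few reads in wild types, at most 16 in any library, and lost their wild-type call after filterByExpr, *col-63* also without wild-type *S. marcescens* replicate 2. Both genes kept that call after filterByExpr with each within-genotype pair as a replicate block. The call of T16G1.6 was lost in limma-voom.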

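Of the upregulated DEGs, 58 were upregulated in both genotypes, 122 in wild types only and 43 in *dbl-1* mutants only. Of the downregulated DEGs, 62 were shared, 55 were downregulated in wild types only and 84 in *dbl-1* mutants only. The shared upregulated genes had a median log2 fold change of 0.64 in wild types and 0.55 in *dbl-1* mutants, and the shared downregulated genes -0.80 and -0.97. After filterByExpr the shared groups held 20 and 28 genes. With only the 6 libraries of each genotype in the fit, 118 genes were upregulated in *dbl-1* mutants only. With each within-genotype pair as a replicate block, 83 genes were upregulated in *dbl-1* mutants only and 134 downregulated in wild types only. Without wild-type *E. coli* replicate 3, 38 genes were upregulated in both genotypes. Genes downregulated in wild types only ranged from 28 (without wild-type *E. coli* replicate 2) to 163 (without wild-type *S. marcescens* replicate 2), with 92 without wild-type *E. coli* replicate 1 and 104 without wild-type *S. marcescens* replicate 3. Genes upregulated in *dbl-1* mutants only were 83 without wild-type *S. marcescens* replicate 1, 65 without wild-type *S. marcescens* replicate 2, and 28 without *dbl-1* *E. coli* replicate 1 or *dbl-1* *S. marcescens* replicate 1. Genes downregulated in *dbl-1* mutants only were 128 without wild-type *S. marcescens* replicate 1 and 44 without *dbl-1* *S. marcescens* replicate 2. For 5 genes, the response was called in opposite directions in the 2 genotypes: *rol-1*, *col-63*, F09C8.1 and C24B9.3 rose in wild types and fell in *dbl-1* mutants, and *cpr-1* did the reverse (F09C8.1, C24B9.3 and *cpr-1* were picked after their values were seen). The opposite directions rest on calls that many alternatives lose. In fits that ignore the pairs of libraries, after filterByExpr, in limma-voom and with legacy = FALSE, each of the 5 genes lost both calls. With each within-genotype pair as a replicate block after filterByExpr, *rol-1*, *col-63* and C24B9.3 kept both calls. In that fit F09C8.1 lost its *dbl-1* call and *cpr-1* lost both. Of 25 alternatives, the *dbl-1* call was lost in 10 for *rol-1*, 11 for *col-63*, 10 for F09C8.1, 5 for C24B9.3 and 8 for *cpr-1*, and the wild-type call in 3, 6, 6, 8 and 9. The *dbl-1* calls of *rol-1* and *col-63* were each lost without *dbl-1* *E. coli* replicate 1, *dbl-1* *E. coli* replicate 3, *dbl-1* *S. marcescens* replicate 1 or *dbl-1* *S. marcescens* replicate 2. Those of the others were lost without *dbl-1* *E. coli* replicate 2, *dbl-1* *S. marcescens* replicate 1 or *dbl-1* *S. marcescens* replicate 3 for F09C8.1, *dbl-1* *E. coli* replicate 2 for C24B9.3 and *dbl-1* *E. coli* replicate 1, *dbl-1* *E. coli* replicate 3 or *dbl-1* *S. marcescens* replicate 1 for *cpr-1*. The wild-type call was lost without wild-type *S. marcescens* replicate 2 for *col-63*, wild-type *E. coli* replicate 3 or wild-type *S. marcescens* replicate 1 for F09C8.1, wild-type *E. coli* replicate 1, wild-type *S. marcescens* replicate 2 or wild-type *S. marcescens* replicate 3 for C24B9.3 and wild-type *E. coli* replicate 3, wild-type *S. marcescens* replicate 1 or wild-type *S. marcescens* replicate 3 for *cpr-1*.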

Some DEGs were shared in both genotypes, which are likely part of a conserved response that is not BMP dependent (Fig. 3C-E). The largest category of DEGs were those upregulated in wild types, but not in *dbl-1* mutants (122 genes; Fig. 3C; N2 up in Fig. 4; Table S3). This category represents pathogen-induced genes that are BMP dependent.

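The 122 genes upregulated in wild types only are the genes of Table S3, and no other of the 6 categories of DEGs was as large. The category was still the largest under 22 of 25 alternatives in the processing. The exceptions were the fit of only the 6 libraries of each genotype, where genes downregulated in *dbl-1* mutants only were the most numerous (122 genes, against 61 upregulated in wild types only), and the fits without wild-type *E. coli* replicate 1 or wild-type *S. marcescens* replicate 2, where genes downregulated in wild types only were. Without wild-type *E. coli* replicate 1 the category itself held 79 genes, and without wild-type *E. coli* replicate 3 it held 80. After filterByExpr it held 87 genes, 69 of them among the 122, and with legacy = FALSE it held 73, 59 of them among the 122.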

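The 122 genes rose by a median log2 fold change of 0.50 in wild types and 0.13 in *dbl-1* mutants, where the fitted change of 91 of them was above 0. A gene past the threshold in wild types and not in *dbl-1* mutants need not differ between them, so the difference between the 2 responses was tested with edgeR as an interaction. With Benjamini-Hochberg adjustment over all 46911 genes, 32 of the 122 had an interaction at an FDR under 0.05, all with the larger rise in wild types. Adjusted over the list alone, 90 of the 122 did. The list was chosen on these same libraries for a rise in wild types only. Neither the shared direction nor the count of 90 is therefore independent evidence. Over all genes, the 32 became 18 with DESeq2, 20 without wild-type *E. coli* replicate 3 and 19 without *dbl-1* *E. coli* replicate 3. They became 1 gene, *lipl-5*, after filterByExpr, in limma-voom or with legacy = FALSE, in fits that ignore the pairs of libraries. With each within-genotype pair as a replicate block they became 46, and with that block after filterByExpr 28. The list alone gave 60 to 94 genes over the alternatives. The lipase gene *lipl-5* (WBGene00022642, chromosome V, 385746 to 387740) rose from 74.4 ± 25.3 to 213 ± 4.47 CPM in wild types and was at 111 ± 9.3 and 99.9 ± 8.77 CPM in *dbl-1* mutants, an interaction of 1.67 (standard error 0.10, edgeR FDR 9.06e-61). On *E. coli*, without the pathogen, 58 of the 122 genes were expressed at a higher level in *dbl-1* mutants than in wild types and 26 at a lower level, with a median log2 fold change of 0.29. With only the 6 libraries compared in each fit, the median over the genes then upregulated in wild types only was 0.044. Without wild-type *E. coli* replicate 1 it was 0.46, and without wild-type *S. marcescens* replicate 2 or *dbl-1* *S. marcescens* replicate 3 it was 0.17 and 0.18. Wild-type libraries on *E. coli* enter both comparisons, and simulated *dbl-1* libraries with no genotype difference gave medians up to 0.11. The paper states that the induction of this category by the pathogen depends on BMP signaling.

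**Figure D1:**
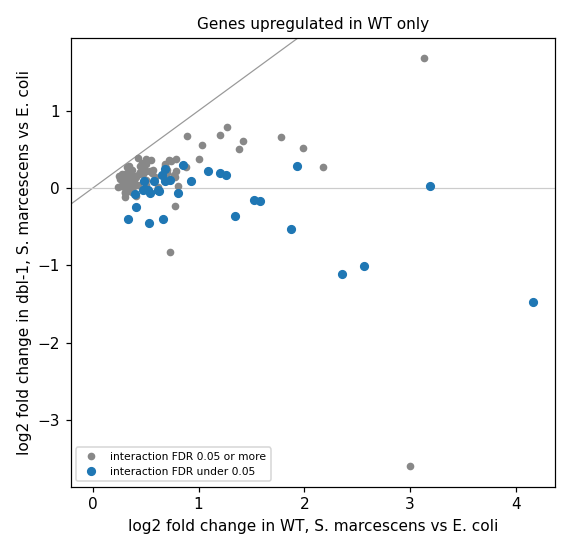
Log2 fold change between *S. marcescens* and *E. coli* in wild types (horizontal axis) and in *dbl-1* mutants (vertical axis) for the 122 genes upregulated in wild types only, where each point is a gene, blue points are the 32 genes with an interaction at an edgeR FDR under 0.05 over all genes, and the diagonal marks equal change. Most points lie above 0 on the vertical axis (91 of 122) and below the diagonal. The genes were chosen on these libraries for a call in wild types only, which favours points below the diagonal.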

**Fig. 3.**
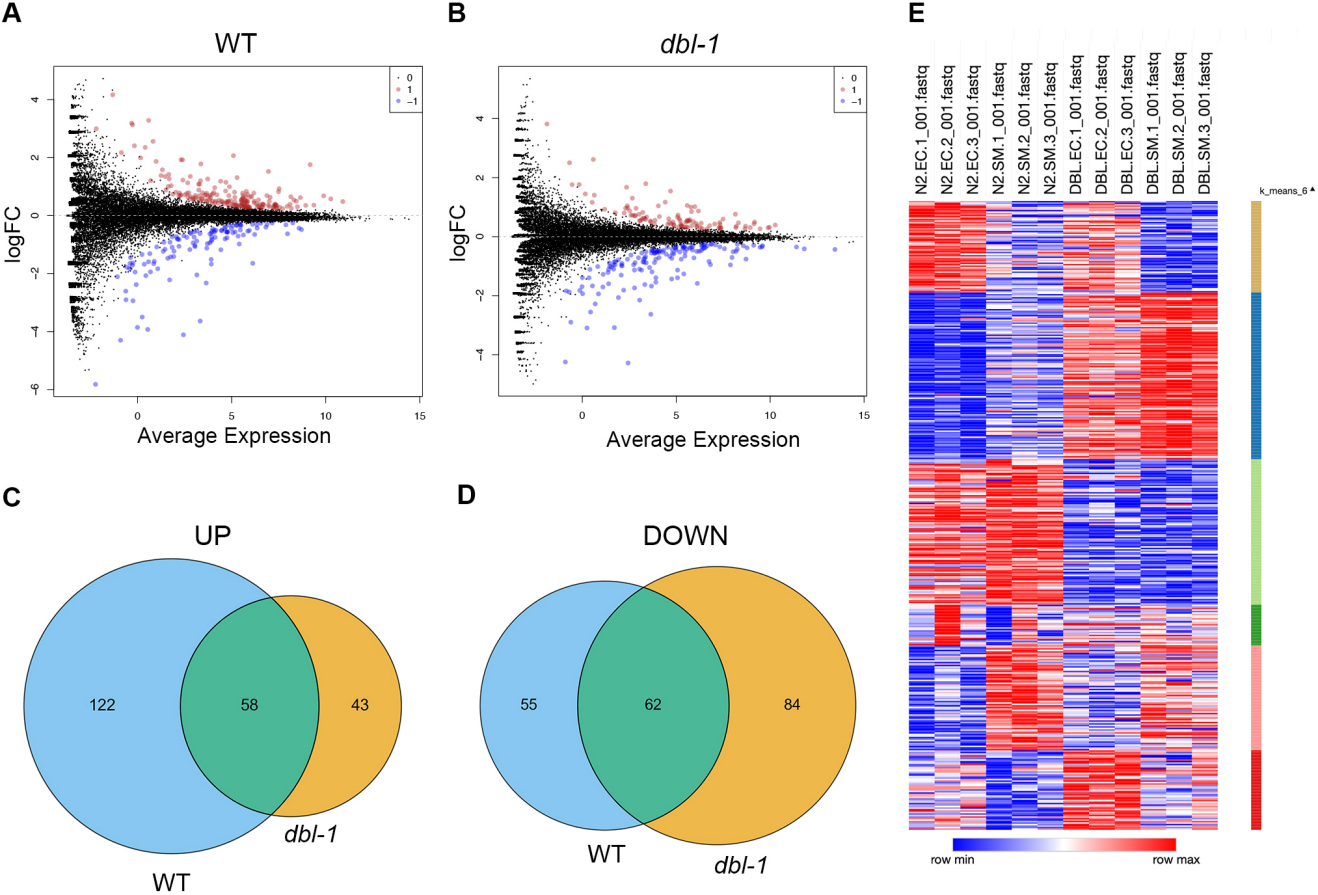
**Transcriptional changes in wild types and *dbl-1* mutants after pathogen exposure.** (A,B) Volcano plots of RNA-seq log fold change versus average expression for individual genes on pathogen compared to control bacteria, in wild-type animals (A) and *dbl-1* mutants (B). Data points labeled in red are upregulated differentially expressed genes (DEGs), and data points labeled in blue are downregulated DEGs. (C,D) Venn diagrams of upregulated (C) and downregulated (D) DEGs, between wild types and *dbl-1* mutants. (E) Heatmap of RNA-seq results, with each row being the relative expression of an individual gene. Genes with similar patterns of expression are grouped by K-means clustering. Figure generated using Morpheus by Broad Institute (RRID: SCR_017386).

**Fig. 4.**
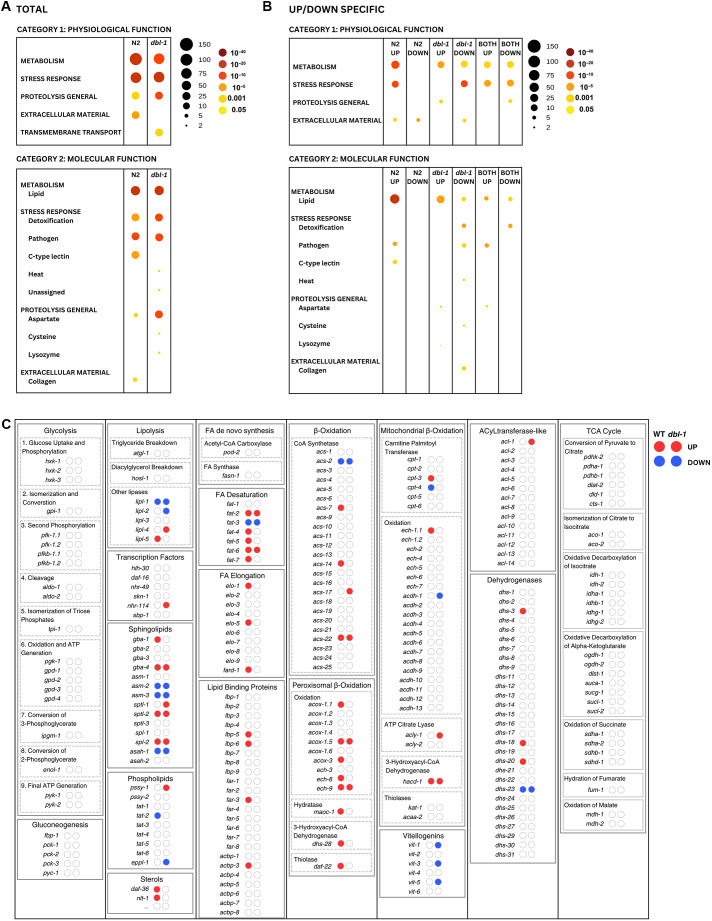
**Differential gene expression for key lipid metabolism genes in *C. elegans*.** (A) WormCat analysis of identified gene category enrichments, showing results per genotype. As indicted in the key, the size of the circle represents the number of genes in the category, and the color represents the *P*-value. (B) WormCat visualization of identified gene category enrichments, showing results for direction-specific groups of DEGs. (C) Visualization of DEGs identified by RNA-seq in the context of key genes in *C. elegans* lipid metabolism, grouped by process. There are two bubbles to the right of every gene name, indicating whether they are upregulated or downregulated in wild-type animals (left) or *dbl-1* mutants (right). Bubbles in red indicate upregulated DEGs and bubbles in blue indicate downregulated DEGs.

We investigated the DEGs further by employing WormCat (Holdorf et al., 2020) to identify enriched gene sets and to generate a heatmap for visualization. WormCat is a tool for gene set enrichment analysis specifically for *C. elegans*. The software structures annotations into three categories that become increasingly specific. We mostly focused on Category 2, which provides insight into molecular functions. We anticipated that the stress response, specifically the pathogen stress response, would be highly enriched, which we observed in both genotypes. 

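WormCat's annotation was not used here, and gene sets were built from gene class symbols instead. The pathogen response set held the *clec*, *lys*, *ilys*, *spp*, *cnc*, *abf*, *irg*, *fip* and *fipr* classes, 141 of the 13332 genes that pass filterByExpr, which served as background. Of the wild-type DEGs in the background, 29 of 296 were in this set (odds ratio 12.5, 95% confidence interval 7.88 to 19.4, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 1.00e-19 over 9 tests). Of the *dbl-1* DEGs, 20 of 247 were (odds ratio 9.43, interval 5.47 to 15.6, Fisher's exact test, adjusted p = 2.49e-12). Over all alternatives the odds ratio stayed between 8.63 and 21.8 in wild types and between 5.67 and 11.6 in *dbl-1* mutants, each with an adjusted p under 0.05. DEGs of both directions are in these counts, and genes of a class are not independent of each other, so the p-values do not take their correlation into account.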

We also hypothesized that several lipid metabolism genes would appear in the DEGs, given our previous experiments. Strikingly, lipid metabolism was the most enriched in both genotypes (Fig. 4A). 

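The lipid set held the *fat*, *elo*, *acs*, *acox*, *acdh*, *ech*, *cpt*, *lipl*, *lbp*, *far*, *acbp*, *acl*, *maoc*, *hacd* and *vit* classes with 9 further genes of lipid metabolism, 129 of the background genes. Of these 9, *fard-1*, *dhs-28* and *daf-22* were upregulated in wild types only. No single genes were added to the classes of the other sets. In wild types, 31 of 296 DEGs were in it, an odds ratio of 15.4 (95% confidence interval 9.78 to 23.8, Fisher's exact test, adjusted p = 9.47e-23), the highest of the 3 sets tested. In *dbl-1* mutants, 17 of 247 DEGs were, an odds ratio of 8.56 (interval 4.74 to 14.6, Fisher's exact test, adjusted p = 2.96e-10). A detoxification set of the *ugt*, *cyp*, *gst*, *gsto*, *gstk* and *pgp* classes, 152 genes, had an odds ratio of 7.08 in wild types (20 DEGs, interval 4.13 to 11.6) and 10.9 in *dbl-1* mutants (24 DEGs, interval 6.60 to 17.3). In both genotypes the confidence intervals of the lipid and pathogen response sets overlapped, so their order was not resolved. The lipid set ranked highest in wild types under 18 of 26 alternatives in the processing, and the pathogen response set under the other 8, among them filterByExpr, limma-voom and the fits without wild-type *E. coli* replicate 1 (odds ratio 12.8 against 9.19 for the lipid set), wild-type *E. coli* replicate 3 (14.1 against 8.59) and wild-type *S. marcescens* replicate 1 (13.1 against 12.6). In *dbl-1* mutants the lipid set ranked highest under 4 of them, the pathogen response set under 8 and the detoxification set under 14. It was the lipid set without *dbl-1* *E. coli* replicate 1 (10.6) and the pathogen response set without *dbl-1* *E. coli* replicate 2 (10.3), *dbl-1* *S. marcescens* replicate 1 (10.8) or 3 (9.08) or wild-type *S. marcescens* replicate 1 (9.85).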

If we examined a subset of the DEGs, the 122 genes that are BMP dependent, we observed that lipid metabolism was highly enriched under infection conditions, more so than any other molecular function category across all columns (Fig. 4B). This suggests that the first 24 h of pathogen exposure elicits a greater transcriptional response of genes involved in lipid metabolism genes than that of genes involved in the immune response.

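Of the 122 genes upregulated in wild types only, 21 were in the lipid set, an odds ratio of 25.2 (95% confidence interval 14.4 to 42.4, Fisher's exact test, two-sided, adjusted p = 3.82e-20). The pathogen response set held 13 of them (odds ratio 12.2, interval 6.12 to 22.4, Fisher's exact test, adjusted p = 5.47e-10) and the detoxification set 5 (odds ratio 3.80, interval 1.19 to 9.31, Fisher's exact test, adjusted p = 0.0129). The lipid odds ratio was the highest of the 9 tests, and its interval overlapped that of the pathogen response set. It was also the highest for this list under 22 of the 26 alternatives. Under the other 4 (filterByExpr, limma-voom, legacy = FALSE and the fit without wild-type *E. coli* replicate 3) the pathogen response set was higher, with odds ratios of 21.7 against 16.1 after filterByExpr and 20.0 against 14.1 without that library. The detoxification call was lost under DESeq2, limma-voom, filterByExpr, the replicate block and legacy = FALSE, and without wild-type *E. coli* replicate 1 (odds ratio 3.50), wild-type *E. coli* replicate 3 (2.27), wild-type *S. marcescens* replicate 1 (1.94) or *dbl-1* *E. coli* replicate 2 (2.61). Of the 21 lipid genes, *fat-5* and *lipl-5* had an interaction over all genes. On *E. coli*, 14 of the 21 were already expressed at a higher level in *dbl-1* mutants than in wild types, by log2 fold changes of 0.58 (*lipl-5*) to 3.39 (*acox-3*), and *fat-5* and *fat-7* at a lower level.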

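The expressed members of the lipid set moved in both directions. The median log2 fold change over its 129 genes was 0.062 in wild types and 0.027 in *dbl-1* mutants, against 0.14 and 0.093 over the 141 genes of the pathogen response set. Tested as sets against all other genes with limma's camera and a preset correlation of 0.01, both were higher on *S. marcescens* in wild types (adjusted p = 5.16e-07 for the lipid set and 3.06e-06 for the pathogen response set, limma camera) and in *dbl-1* mutants (adjusted p = 0.000428 for each, limma camera). The detoxification set was lower in *dbl-1* mutants (adjusted p = 0.000428, limma camera). In wild types it was not called without a block (adjusted p = 0.0749, limma camera) and was lower with the replicate block (adjusted p = 0.0482, limma camera). In these set tests the replicate block was the replicate number shared by both genotypes, although replicates were paired within a genotype only. A block for each within-genotype pair was not used in them. Without a block, none of these calls held with a correlation estimated from the libraries, with adjusted p-values of 0.0546 to 0.0933 in limma. With limma's fry, the lipid set was called in both genotypes (adjusted p = 0.00246 and 0.0479, limma fry), the pathogen response set in wild types only (adjusted p = 0.00647 and 0.0893, limma fry) and the detoxification set in *dbl-1* mutants only (adjusted p = 0.0479, limma fry). Without regard to direction, fry called all 3 sets in both genotypes, with an adjusted p of 3.72e-08 and 4.19e-07 for the lipid set, 3.72e-08 and 9.29e-05 for the pathogen response set and 4.23e-10 and 8.31e-11 for the detoxification set (limma fry, mixed test). With the replicate block, fry also called the pathogen response set in *dbl-1* mutants (adjusted p = 0.0429, limma fry), and the lipid set in wild types held with the estimated correlation (adjusted p = 0.0196, limma camera). The difference between the lipid and the pathogen response set was not tested. The paper proposes that the first 24 h of exposure bring a larger transcriptional response in lipid metabolism genes than in immune genes.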

We were interested in exploring which specific lipid metabolism genes were differentially expressed in wild-type and *dbl-1* mutants. First, we created a schematic to help our visualization that contained many fundamental lipid metabolism processes, with rate-limiting or important genes listed below each process. We listed the lipid metabolism genes identified in WormCat and labeled our table with whether they were differentially expressed and, if so, in which direction (Fig. 4C). 

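Of the genes read from Fig. 4C, 248 have a count in the deposited data, and their calls in both genotypes matched the colour of every bubble as read by eye. Upregulated in wild types were 2 of the 2 sterol genes that could be read, 5 of 7 genes of fatty acid desaturation, 8 of 13 of peroxisomal β-oxidation, 3 of 10 of fatty acid elongation and 3 of 31 of mitochondrial β-oxidation. After filterByExpr these counts were 2, 4, 3, 1 and 2, in limma-voom 2, 4, 2, 1 and 1, with legacy = FALSE 1, 3, 2, 1 and 1, and with DESeq2 2, 5, 7, 2 and 2. Among the 24 lipid binding proteins, 4 were upregulated in wild types and 0 called in *dbl-1* mutants, where edgeR had 6 and DESeq2 5 at an unadjusted p under 0.05 and DESeq2 called 1 downregulated and limma-voom 0. Of the 6 vitellogenins, edgeR called 3 downregulated in *dbl-1* mutants and 0 in wild types, with 0 in wild types at an unadjusted p under 0.05. DESeq2 called 2 of them in *dbl-1* mutants and limma-voom 0, and each 0 in wild types. Of the 14 sphingolipid genes, 4 were upregulated and 3 downregulated in each genotype. In wild types this became 3 and 1 with DESeq2 and limma-voom, 3 and 2 with legacy = FALSE, and 2 and 0 after filterByExpr (edgeR, 7 at an unadjusted p under 0.05). In *dbl-1* mutants it became 3 and 1 with DESeq2, 2 and 1 with legacy = FALSE, 2 and 0 in limma-voom (9 at an unadjusted p under 0.05), and 1 and 0 after filterByExpr (edgeR, 10 at an unadjusted p under 0.05). Counts without another tool or setting named are from edgeR's quasi-likelihood test without the filter, and vitellogenin genes are paralogs among which counting could have split reads.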

Some processes seemed to be unaffected by the short exposure to pathogen, such as glycolysis and the tricarboxylic acid cycle. In contrast, several processes were more affected, particularly in wild types, such as fatty acid desaturation and elongation, and β-oxidation. 

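All 20 glycolysis genes and all 28 genes of the tricarboxylic acid cycle passed filterByExpr, and edgeR called 0 of them in either genotype. At an unadjusted p under 0.05, edgeR had 4 glycolysis genes in wild types and 1 in *dbl-1* mutants, and 1 and 2 genes of the tricarboxylic acid cycle. DESeq2 called 1 gene of the tricarboxylic acid cycle upregulated in *dbl-1* mutants and 0 of the others, and limma-voom called 0. The smallest FDR was 0.763 in wild types and 0.488 in *dbl-1* mutants over both processes. For the tricarboxylic acid cycle, log2 fold changes between *S. marcescens* and *E. coli* ran from -0.12 to 0.17 in wild types (median -0.021) and from -0.16 to 0.19 in *dbl-1* mutants (median -0.027). For glycolysis they ran from -1.75 to 0.15 in wild types (median -0.014) and from -0.24 to 0.15 in *dbl-1* mutants (median 0.0093). The value of -1.75 belongs to *pfk-1.2*, which had an edgeR FDR of 1 (a gene picked after its values were seen). It had at most 10 counts in any wild-type library.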

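Among the desaturase genes, *fat-5* (WBGene00001397, chromosome V, 17725004 to 17726818) and *fat-7* (WBGene00001399, chromosome V, 7151353 to 7153146) changed most in wild types. There *fat-5* rose from 3.74 ± 1.22 to 14 ± 2.59 CPM, a log2 fold change of 1.93 (standard error 0.18, edgeR FDR 9.24e-24), and in *dbl-1* mutants it was at 1.12 ± 0.272 and 1.37 ± 0.181 CPM (0.28, standard error 0.24, edgeR FDR 1). The interaction for *fat-5* was 1.64 (standard error 0.30, edgeR FDR 6.6e-05), and it was lost after filterByExpr, in limma-voom and with legacy = FALSE, in fits that ignore pairs. It held with each within-genotype pair as a replicate block after filterByExpr. In wild types *fat-7* rose from 9.35 ± 1.14 to 32 ± 8.5 CPM (1.78, standard error 0.13, edgeR FDR 5.53e-40), while *dbl-1* mutants had 2 to 13 counts per library, 0.248 ± 0.237 and 0.385 ± 0.213 CPM. The fitted change of *fat-7* in *dbl-1* mutants was 0.66 (standard error 0.38, edgeR FDR 1), so a response smaller than that of wild types is not excluded there, and its interaction was 1.12 (standard error 0.42, edgeR FDR 1 over all genes and 0.0234 over the list alone). Upregulated in both genotypes were *fat-6* (WBGene00001398, 0.34 in wild types and 0.41 in *dbl-1* mutants), a paralog of *fat-7* with which counting could have split reads, and *fat-2* (0.25 and 0.31). With a block for each pair, *fat-6* kept its wild-type call after filterByExpr. The wild-type call of *fat-6* was lost after filterByExpr without that block (edgeR FDR 0.0642) and without wild-type *E. coli* replicate 1 or 3. That of *fat-2* was lost in 9 of 25 alternatives, among them without wild-type *E. coli* replicate 1, wild-type *E. coli* replicate 3, wild-type *S. marcescens* replicate 2, *dbl-1* *E. coli* replicate 1, *dbl-1* *E. coli* replicate 2 or *dbl-1* *S. marcescens* replicate 1, and its *dbl-1* call without *dbl-1* *E. coli* replicate 1. The level of *fat-1* was not called in either genotype (0.10 and 0.0017). In elongation, the fatty acyl-CoA reductase gene *fard-1* rose by 0.50 in wild types under every alternative.
In peroxisomal β-oxidation, the largest rise in wild types was that of *ech-9*, by 1.35 from 0.275 ± 0.112 CPM. In *dbl-1* mutants it rose by 0.72 from 10.2 ± 2.03 CPM, and both calls of *ech-9* were lost after filterByExpr. With a block for each pair after that filter, only its *dbl-1* call held. The calls of *ech-9* were also lost without wild-type *E. coli* replicate 1 or wild-type *S. marcescens* replicate 1 in wild types and without *dbl-1* *E. coli* replicate 2 or *dbl-1* *S. marcescens* replicate 1 in *dbl-1* mutants. The acyl-CoA oxidase gene *acox-1.5* rose by 0.83 in wild types and 1.00 in *dbl-1* mutants under every alternative. Smaller rises in wild types only were those of *maoc-1* (WBGene00017123, chromosome II, 7196276 to 7197495), *dhs-28* (WBGene00000991, chromosome X, 6818438 to 6820080) and *daf-22* (WBGene00013284, chromosome II, 12423518 to 12425694). The level of *maoc-1* went from 36.7 ± 4.95 to 47.8 ± 2.92 CPM in wild types (0.39, standard error 0.073, edgeR FDR 3.38e-05) and was 162 ± 5.88 and 165 ± 12.9 CPM in *dbl-1* mutants. For *dhs-28* the levels were 87 ± 5.4 and 114 ± 4.69 CPM in wild types (0.39, standard error 0.069, edgeR FDR 6.79e-06) and 432 ± 14.1 and 467 ± 28.3 CPM in *dbl-1* mutants. For *daf-22* they were 45.1 ± 5.31 and 55.7 ± 2.61 CPM (0.31, standard error 0.072, edgeR FDR 0.00344) and 205 ± 6.12 and 208 ± 16.9 CPM. None of the 3 had an interaction over all genes (edgeR FDR 0.123, 0.785 and 0.714), whereas over the list alone the FDR was 0.000929, 0.00781 and 0.00642. On *E. coli* their transcripts were higher in *dbl-1* mutants by log2 fold changes of 2.15, 2.31 and 2.19, under every alternative. The rise of *dhs-28* in wild types held under every alternative, that of *daf-22* was lost in 6 of 25, including without wild-type *E. coli* replicate 1 or wild-type *E. coli* replicate 3, and that of *maoc-1* in 3 of 25, including without wild-type *E. coli* replicate 3. The rises of *acox-1.1* (0.29), *acox-3* (0.36) and *ech-8* (0.46) in wild types were all lost after filterByExpr, in limma-voom and with legacy = FALSE, and without wild-type *E. coli* replicate 3. These rises held with a block for each pair after filterByExpr. Those of *acox-1.1* and *ech-8* were also lost without wild-type *E. coli* replicate 1 or wild-type *S. marcescens* replicate 2, and that of *acox-1.1* without *dbl-1* *E. coli* replicate 2. In mitochondrial β-oxidation, *ech-1.1* rose by 1.38 and *cpt-4* changed by -1.83 in wild types under every alternative. The carnitine palmitoyltransferase gene *cpt-3* had 10 to 14 counts in wild-type libraries on *S. marcescens*, 0 to 4 in wild types and *dbl-1* mutants on *E. coli* and 0 in *dbl-1* mutants on *S. marcescens*, and its wild-type call was lost in 12 of 25 alternatives, among them without wild-type *E. coli* replicate 1, wild-type *E. coli* replicate 3, wild-type *S. marcescens* replicate 1, wild-type *S. marcescens* replicate 2 or wild-type *S. marcescens* replicate 3. The gene *hacd-1* was upregulated in both genotypes (0.41 and 0.46) with its wild-type call lost in 3 of 25 alternatives. In contrast, *acly-1* rose in *dbl-1* mutants only, by 0.43 (edgeR FDR 1.36e-07) under every alternative, and changed by -0.023 in wild types. The place of *acly-1* among the genes of mitochondrial β-oxidation is that of Fig. 4C, and its role was not examined here. The interaction of *acly-1* is given next. Its interaction was -0.46 (edgeR FDR 0.00206), lost in 5 of 24 alternatives. The fall of *acdh-1* in *dbl-1* mutants (-0.36) was lost in 7 of 25, among them without *dbl-1* *E. coli* replicate 3 and *dbl-1* *S. marcescens* replicates 1 and 2. From the calls in these processes, the paper proposes that BMP signaling brings an increase in them in response to the pathogen.

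**Figure D2:**
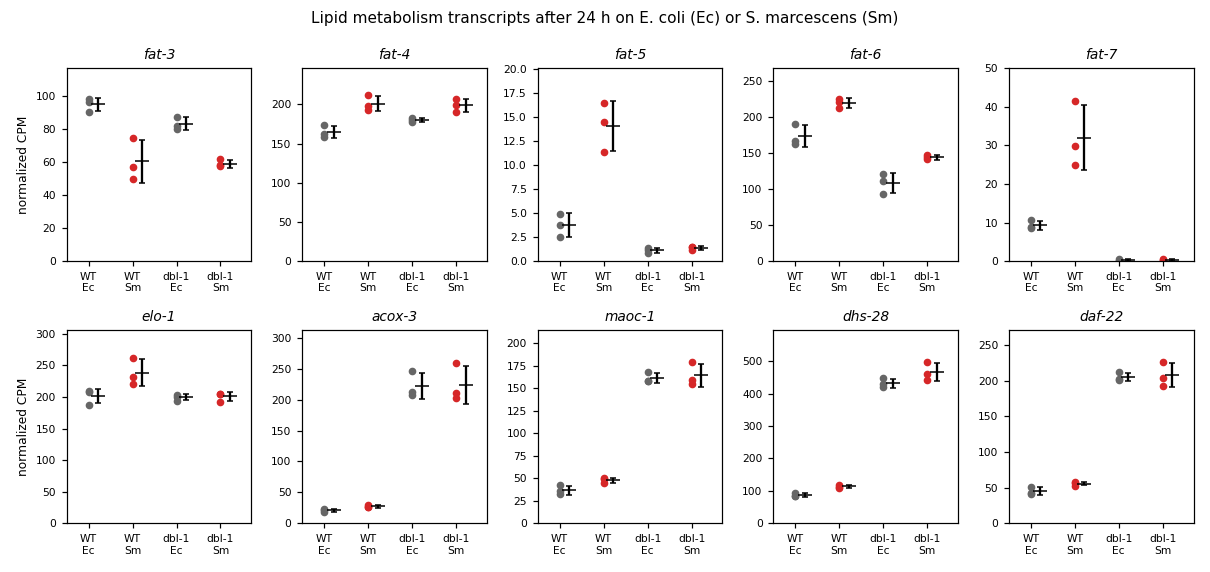
Normalized CPM of 10 lipid metabolism transcripts in wild types (WT) and *dbl-1* mutants after 24 h on *E. coli* (Ec, grey) or *S. marcescens* (Sm, red), with a point for each of the 3 libraries of a group and the mean ± SD to its right, each panel on its own linear axis from 0. The libraries of *acox-3*, *maoc-1*, *dhs-28* and *daf-22* lie higher in *dbl-1* mutants than in wild types on both bacteria, and those of *fat-5* and *fat-7* lower.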

We hypothesized that, in the presence of BMP signaling, there is an increase in these processes in response to pathogen exposure.

### Lipid droplets experience flux after pathogen exposure

We wanted to test whether changes to these processes were evident on a cellular level. Lipid droplets are sensitive to changes in both fatty acid desaturation and β-oxidation. In fatty acid desaturase mutants, lipid droplets are smaller and decreased in number, owing to impaired storage (Brock et al., 2007). In β-oxidation mutants, lipid droplets are larger owing to a disruption in fatty acid breakdown (Zhang et al., 2010). We selected the lipid droplet reporter DHS-3::GFP and crossed in the lipid droplet reporter to *dbl-1* loss-of-function mutants. We compared DHS-3-positive lipid droplets in wild-type and *dbl-1* animals after 24 h of bacteria exposure. We found that lipid droplets in the anterior intestine of wild-type animals on *S. marcescens* displayed a significant increase in the number of lipid droplets, but no significant change in droplet diameter (Fig. 5A,C). Because the posterior intestine contains a region of high lipid droplet density (Fig. 5E), we also analyzed this anatomical region. In contrast to the anterior intestine, there was no significant change in the number of lipid droplets in the posterior intestine, but there was an increase in droplet diameter (Fig. 5B,D,F). *dbl-1* animals displayed no significant change in the anterior or posterior intestine, neither in lipid droplet quantity nor diameter (Fig. 5A-D,G,H). We therefore conclude that lipid droplet dynamics seen in wild-type animals are dependent on DBL-1 activity. We were surprised that pathogen exposure did not cause a reduction in lipid droplet number in *dbl-1* mutants. Because DHS-3 is a dehydrogenase that functions in β-oxidation, it is possible that expression of DHS-3::GFP in these strains lowers the baseline level of lipid droplets such that further depletion in *dbl-1* mutants is not easily quantifiable.

**Fig. 5.**
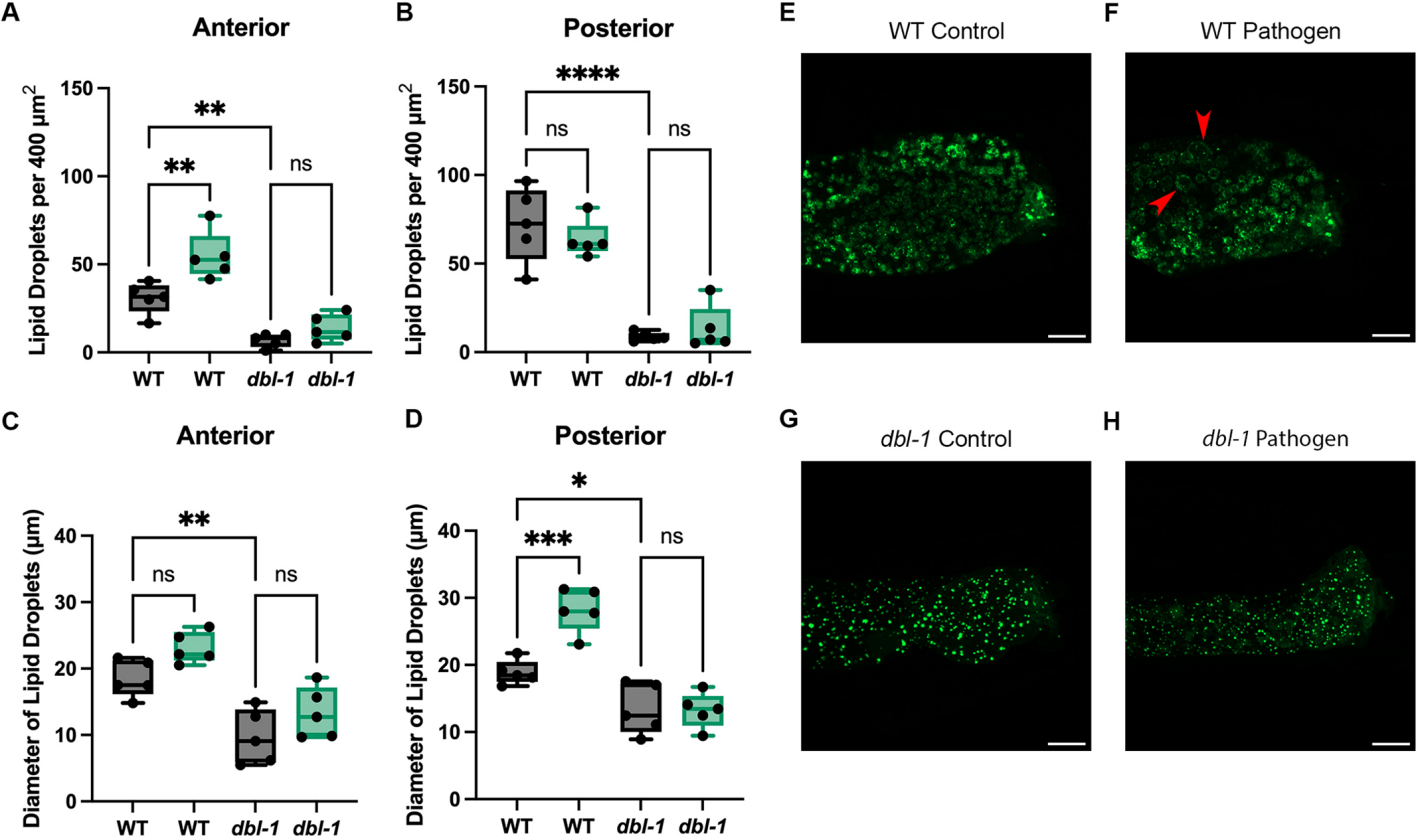
**Lipid droplet dynamics are in flux after pathogen exposure.** (A,B) Box-and-whisker plots of the number of lipid droplets per 400 µm^2^ in the anterior (A) and posterior (B) intestine. Data points represent individual animals. Brown–Forsythe and Welch ANOVA multiple comparisons tests were used to determine significance. Confocal experiment was repeated in duplicate on independent biological samples, with five animals per condition. (C,D) Box-and-whisker plots of lipid droplet diameter (µm) in the anterior (C) and posterior (D) intestine. Data points represent individual animals. Brown–Forsythe and Welch ANOVA multiple comparisons tests were used to determine significance. In A-D, boxes show second and third quartiles; whiskers show minimum and maximum values. (E,F) Representative confocal images of DHS-3::GFP after 24 h of control bacteria exposure (E) and *S. marcescens* exposure (F). Red arrowheads point to enlarged lipid droplets. Scale bars: 10 µm. (G,H) Representative confocal images of *dbl-1*; DHS-3::GFP after 24 h of control bacteria exposure (G) and *S. marcescens* exposure (H). Scale bars: 10 µm. ns, *P*>0.01; *P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001.

### β-oxidation plays a limited role in pathogen survival

We had found that pathogen exposure results in a lipid metabolism response, which upregulates both fatty acid desaturation and β-oxidation, and causes significant changes in lipid droplet dynamics. We next wanted to determine whether these changes impact survival on pathogenic bacteria. We first focused on β-oxidation, which we reasoned could be upregulated to convert lipid stores to the energy necessary for the immune response, as previously suggested (Dasgupta et al., 2020). We tested whether the impairment of key β-oxidation genes impacted *C. elegans* survival. We investigated three key β-oxidation genes: *maoc-1*, *daf-22* and *dhs-28*. Mutations in any of these three genes result in an increase in lipid droplet size (Li et al., 2016). *maoc-1* mutant animals showed minimal defects in survival during a *S. marcescens* survival assay (Fig. 6A). *daf-22* and *dhs-28* mutants, by contrast, had significant defects in survival (Fig. 6B,C). *maoc-1* encodes the enzyme at the upstream rate-limiting step, while DAF-22 and DHS-28 function downstream of MAOC-1 in β-oxidation. DAF-22 and DHS-28 also have pleiotropic roles; for example, DAF-22 and DHS-28 are both involved in the synthesis of the dauer pheromone (Butcher et al., 2009). In addition, both *daf-22* and *dhs-28* have reduced survival on *E. coli* (Joo et al., 2009; Park and Paik, 2017), so the survival defect may not be specific to pathogen sensitivity. If β-oxidation is needed for energy generation in response to the infection, then we would expect that ATP levels would be lowered upon infection, similarly to the effect we see on fat stores. We quantified ATP levels in each experimental condition, after 24 h of pathogen exposure. Owing to the body size phenotype of *dbl-1* mutants, we normalized each ATP concentration to the concentration of protein (PRO) in that sample. We found that there was no significant change in ATP/PRO in either genotype (Fig. 6D). Thus, ATP levels are maintained to a similar degree in wild-type and mutant animals, despite the significant differences in lipid metabolism between these two genotypes.

**Fig. 6.**
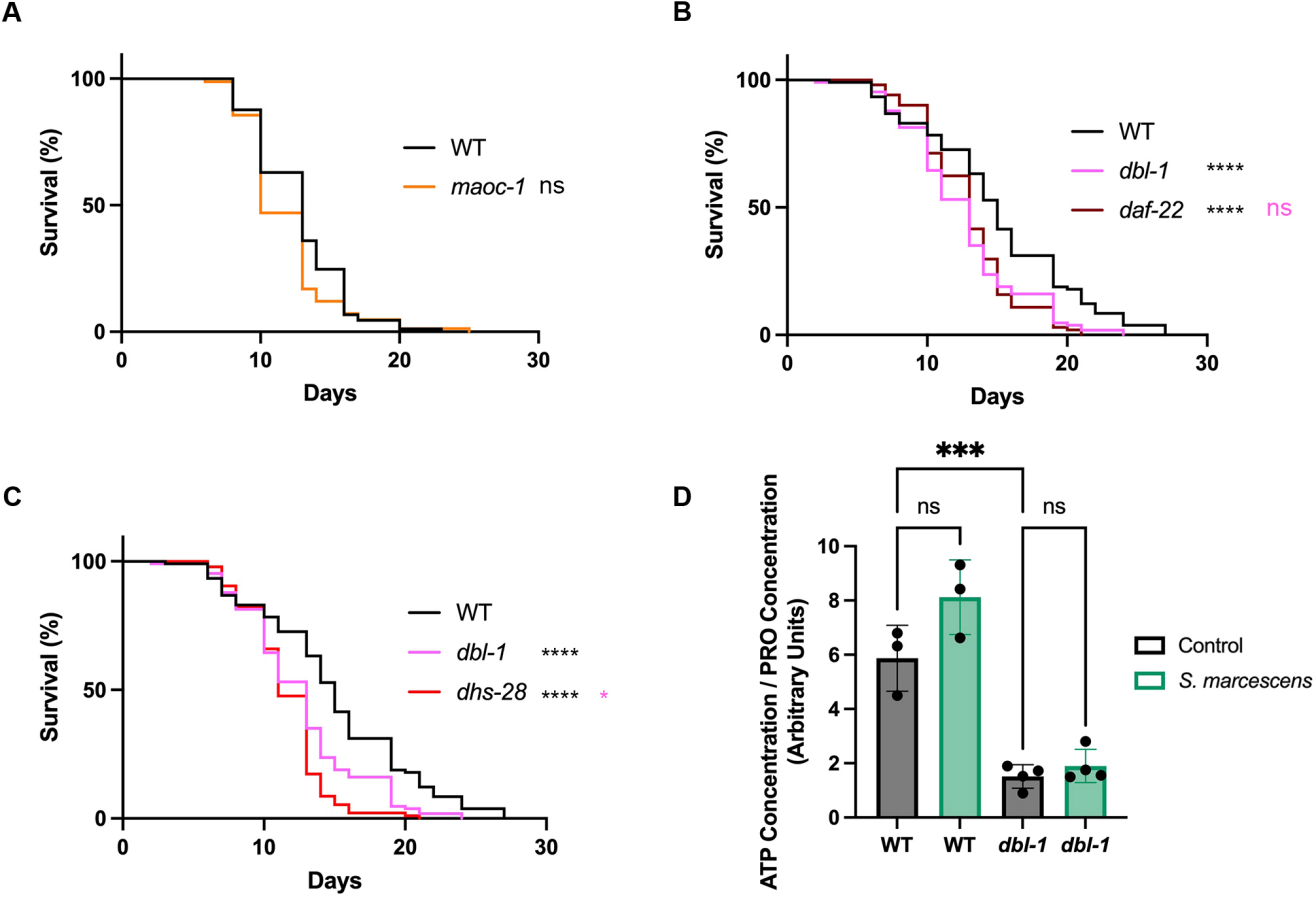
**Fatty acid β-oxidation plays a minor role in survival after pathogen exposure.** (A) Survival analysis of wild-type animals and *maoc-1* mutants on *S. marcescens* bacteria. *n* values: wild type (89), *maoc-1* (83). One representative trial of three replicates shown. (B) Survival analysis of wild-type, *dbl-1* and *daf-22* animals on *S. marcescens* bacteria. *n* values: wild type (106), *dbl-1* (106), *daf-22* (101). One representative trial of three replicates shown. (C) Survival analysis of wild-type, *dbl-1* and *dhs-28* animals on *S. marcescens* bacteria. *n* values: wild type (106), *dbl-1* (106), *dhs-28* (93). One representative trial of three replicates shown. (D) Ratio of ATP concentration to protein (PRO) concentration in wild types and *dbl-1* mutants after 24 h exposure to either control *E. coli* or pathogenic *S. marcescens*. The experiment was conducted with three biological replicates for wild types and four biological replicates for *dbl-1* mutants. Each sample contained ∼1000 age-synchronized animals. ns, *P*>0.01; *P≤0.05; ***P≤0.001; ****P≤0.0001. Black denotes significance relative to wild-type control; pink denotes significance relative to *dbl-1.*

### Fatty acid desaturases promote survival in response to pathogen

Our results demonstrated that β-oxidation does not play a major role in the survival of animals after pathogen exposure; thus, we next tested the role of genes involved in lipid synthesis. We focused on genes that function in fatty acid desaturation, hypothesizing that these genes are upregulated in wild types to increase lipid synthesis under pathogenic conditions. FAT-6 and FAT-7 encode redundant Δ9 desaturases and are responsible for converting stearic acid into oleic acid, a rate-limiting step in lipid synthesis (Brock et al., 2006). *fat-6;fat-7* mutants showed a severe decrease in survival when exposed to pathogen, very similar to the level observed in *dbl-1* mutants (Fig. 7A). These mutants are defective in converting stearic acid to oleic acid (Brock et al., 2007); thus, we hypothesized that supplementing animals with oleic acid would rescue the survival defect. In wild types, the addition of 0.8 mM oleic acid had no effect on survival (Fig. 7B). However, *dbl-1* mutants displayed improved survival when exposed to pathogen, and the addition of 0.8 mM oleic acid improved survival, consistent with our hypothesis (Fig. 7C).

**Fig. 7.**
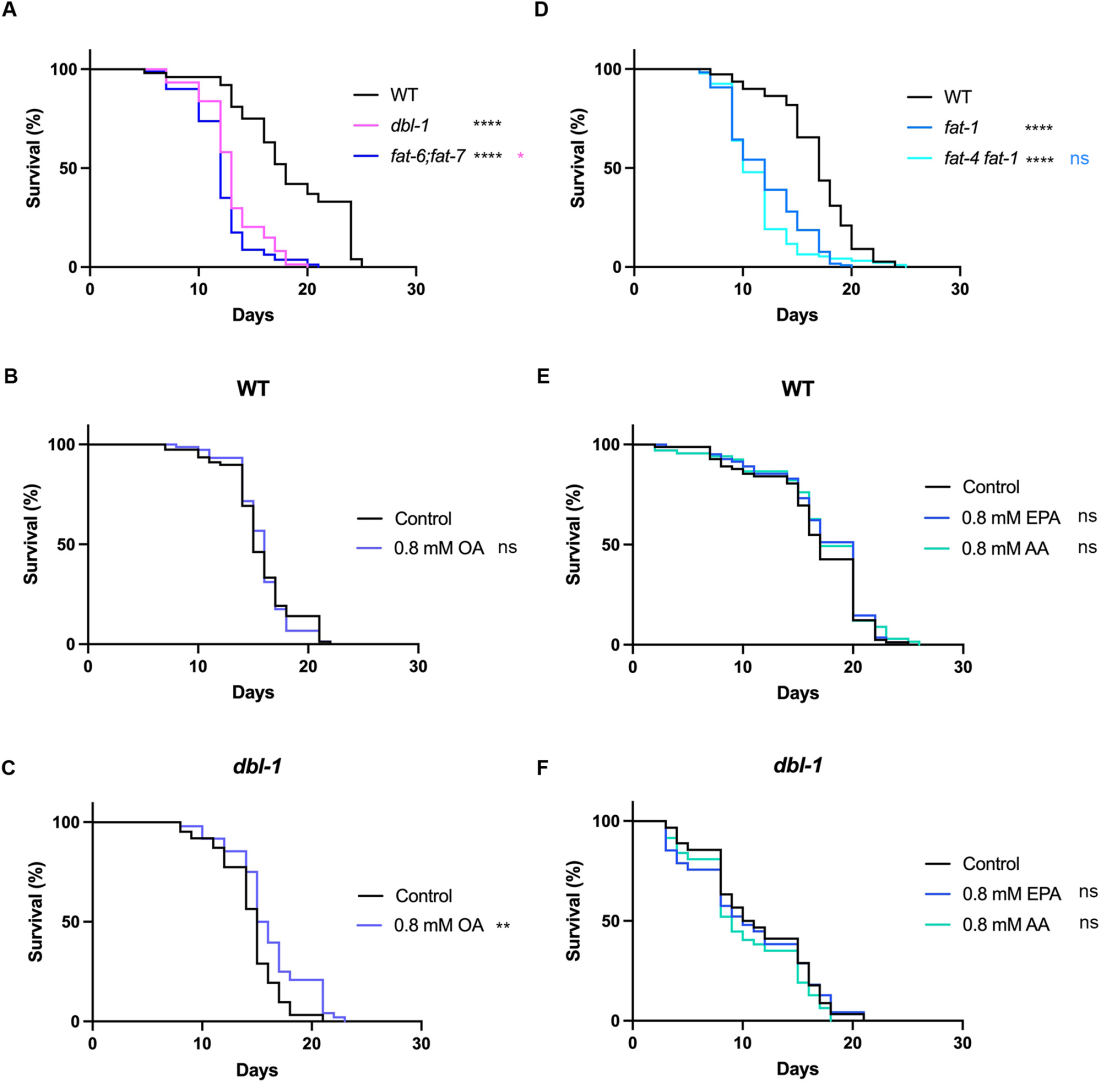
**Fatty acid desaturation plays a major role in survival after pathogen exposure.** (A) Survival analysis of wild-type, *dbl-1* and *fat-6;fat-7* animals on *S. marcescens* bacteria. *n* values: wild type (100), *dbl-1* (74), *fat-6;fat-7* (80). One representative trial of three replicates shown. (B,C) Survival analysis of wild-type (B) and *dbl-1* animals (C) on *S. marcescens* bacteria with and without supplementation of 0.8 mM oleic acid (OA). *n* values: wild-type control (78), WT OA (74), *dbl-1* control (62), *dbl-1* OA (48). One representative trial of two replicates shown. (D) Survival analysis of wild-type, *fat-1* and *fat-4 fat-1* animals on *S. marcescens* bacteria. *n* values: wild type (110), *fat-1* (118), *fat-4 fat-1* (94). One representative trial of two replicates shown. (E,F) Survival analysis of wild-type (E) and *dbl-1* (F) animals on *S. marcescens* bacteria with and without supplementation of 0.8 mM eicosapentanoic acid (EPA) or 0.8 mM arachidonic acid (AA). *n* values: wild-type control (87), wild type EPA (84), wild type AA (70), *dbl-1* control (90), *dbl-1* EPA (94), *dbl-1* AA (94). One representative trial of two replicates shown. ns, *P*>0.01; *P≤0.05; **P≤0.01; ****P≤0.0001. Black denotes significance relative to wild-type control; pink denotes significance relative to *dbl-1*; blue denotes significance relative to *fat-1.*

Our experiments suggest that MUFAs can partially, but not fully, rescue the survival of BMP mutants. We considered the possibility that PUFAs are also required for survival upon exposure to pathogen. 

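The Δ5 desaturase gene *fat-4* (WBGene00001396, chromosome IV, 9799429 to 9802226) rose in wild types from 165 ± 8 to 201 ± 9.48 CPM on *S. marcescens*, a log2 fold change of 0.29 (standard error 0.067, edgeR FDR 0.00493). In *dbl-1* mutants it went from 181 ± 2.43 to 199 ± 8.57 CPM (0.14, standard error 0.067, edgeR FDR 1). The difference between these responses was not past the threshold, with an interaction of 0.15 (standard error 0.10, edgeR FDR 1) over all genes and an FDR of 0.152 adjusted over the list alone. It was called under 0 of 23 alternatives, by edgeR, DESeq2 or limma-voom. Of the 9 elongase genes *elo-1* to *elo-9*, *elo-1* and *elo-5* were DEGs in wild types. In *dbl-1* mutants edgeR called 0, with 2 at an unadjusted p under 0.05, and DESeq2 and limma-voom also called 0. For *elo-1* (WBGene00001239, chromosome IV, 9526366 to 9528336), wild types had 202 ± 11.8 and 238 ± 21.5 CPM (0.24, standard error 0.067, edgeR FDR 0.0489) and *dbl-1* mutants 199 ± 4.85 and 201 ± 7.42 CPM. For *elo-5* (WBGene00001243, chromosome IV, 5374616 to 5377117), wild types had 107 ± 2.34 and 129 ± 17.6 CPM (0.27, standard error 0.068, edgeR FDR 0.0189) and *dbl-1* mutants 176 ± 4.78 and 194 ± 1.67 CPM. Neither had an interaction over all genes (edgeR FDR 1 for both) or under any of the alternatives, and over the list alone the FDR was 0.0234 for *elo-1* and 0.218 for *elo-5*. The other 7 elongase genes had wild-type log2 fold changes from -0.95 (*elo-7*, which had few reads) to 0.18 (*elo-6*, edgeR FDR 0.531). The wild-type call of *elo-1* was lost in 15 of 25 alternatives, among them leaving out any of 10 of the 12 libraries (all but wild-type *S. marcescens* replicates 2 and 3). That of *elo-5* was lost in 11, including without any of the wild-type *E. coli* libraries, wild-type *S. marcescens* replicate 1 or *dbl-1* *E. coli* replicate 2. That of *fat-4* was lost in 4, without wild-type *E. coli* replicate 1 or 3 or *dbl-1* *E. coli* replicate 2 and in the fit of wild types alone. After filterByExpr the wild-type FDR from edgeR was 0.0134 for *fat-4*, 0.117 for *elo-1* and 0.141 for *elo-5*. With a block for each within-genotype pair after that filter, the wild-type calls of *fat-4*, *elo-1* and *elo-5* held.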

In support of that, FAT-4 and several elongases are also induced in animals exposed to pathogen, and this response is BMP dependent. We chose to look at the *fat-4 fat-1* double mutant, which would eliminate most PUFAs. We found that *fat-4 fat-1* had a significant defect in survival after pathogen exposure (Fig. 7D). We concurrently assayed the survival of *fat-4 fat-1* and *fat-6;fat-7* mutants to determine whether one was more severe, and we found no significant difference between the two double mutants (Fig. S2). We conclude that disruption at any point in fatty acid desaturation has a strong impact on survival to pathogen exposure. We were curious whether supplementing with single PUFAs could also rescue the survival defect. Because FAT-4 is a Δ5 desaturase that produces the PUFAs arachidonic acid and eicosapentanoic acid (Watts and Browse, 2002), we supplemented with 0.8 mM arachidonic acid or 0.8 mM eicosapentanoic acid. Surprisingly, we observed no change in the survival of wild-type or *dbl-1* animals (Fig. 7E,F). Therefore, unlike MUFAs, single PUFAs are not sufficient for rescuing the impaired immune response of *dbl-1* animals.

## DISCUSSION

We have found that, after a short exposure to the bacterial pathogen *Serratia marcescens*, *C. elegans* undergo BMP-dependent changes in lipid metabolism flux, both in the synthesis and breakdown of lipids. We find that these changes are associated with the induction of genes encoding proteins involved in β-oxidation and fatty acid desaturation. Furthermore, pathogen exposure of wild-type animals induces an increase in lipid droplet diameter, but a decrease in lipid droplet number. In wild-type animals, the net effect of these two changes is the maintenance of total fat stores, whereas *dbl-1*/BMP loss-of-function mutants exhibit first an increase and then a decrease in fat stores. Because both genetic backgrounds maintain a constant concentration of ATP following pathogen exposure, we believe that these changes may allow for the generation of MUFAs rather than the generation of ATP. Interestingly, *dbl-1* mutants had reduced ATP content compared to wild types, consistent with mitochondrial defects, as previously reported (Vora et al., 2025; Yu et al., 2017). Another BMP-like ligand, TIG-2, has been shown to have reduced ATP levels, supporting that BMP-like ligands may have reduced mitochondrial function (Cheng et al., 2022). Finally, a recent report showed that *sma-4/Smad* acts downstream of mitochondrial translation inhibition to regulate lipid remodeling and survival on pathogen, further underscoring the complex web of interactions between these functions (Hu et al., 2025).

Our findings suggest that the changes in fat homeostasis likely occur to support the generation of MUFAs. In support of this, supplementation of *dbl-1* mutants with the MUFA oleic acid partially rescues survival on *S. marcescens*. Consistent with our results, oleic acid was found to be required for a normal immune response, with *fat-6;fat-7* mutants deficient in oleic acid having decreased survival when exposed to bacterial pathogens, such as *P. aeruginosa* and *S. marcescens* (Anderson et al., 2019). However, supplementation with the individual PUFAs eicosapentanoic acid and arachidonic acid did not rescue the pathogen survival phenotype. This suggests that survival may result from MUFAs or their products and not from PUFAs or their products (which include eicosanoids). Support for this hypothesis is seen in the RNA-seq results, which showed a decrease in FAT-3 expression on pathogen exposure in both wild types and *dbl-1* mutants, indicating that it may be difficult to generate PUFAs under these conditions. 

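The Δ6 desaturase gene *fat-3* (WBGene00001395, chromosome IV, 9803023 to 9806119) fell from 95.1 ± 4.06 CPM on *E. coli* to 60.5 ± 12.9 CPM on *S. marcescens* in wild types, a log2 fold change of -0.65 (standard error 0.073, edgeR FDR 7.8e-16). In *dbl-1* mutants it fell from 83.3 ± 3.78 to 59.2 ± 2.44 CPM (-0.49, standard error 0.073, edgeR FDR 1.29e-08). In each genotype all 3 libraries on *S. marcescens* lay below all 3 on *E. coli*. Both falls were called under all 25 alternatives, with log2 fold changes between -0.83 and -0.53 in wild types and between -0.53 and -0.46 in *dbl-1* mutants. The smallest margin in *dbl-1* mutants was after filterByExpr, with an edgeR FDR of 0.0479 (over the alternatives, adjusted p from 4.19e-14 to that value). The interaction was -0.16 (standard error 0.10, edgeR FDR 1).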

One possible role for MUFAs is to serve as fatty acid ligands for a nuclear hormone receptor, such as NHR-49 (Tillman et al., 2019).

An organism's immune response employs many strategies in concert to fight illness and infection. These strategies can be clustered into three approaches: pathogen avoidance, immune resistance and immune tolerance (Medzhitov et al., 2012). Pathogen avoidance occurs prior to the organism making contact with a pathogen and aims to reduce the risk of exposure to infection. This typically manifests as a physical distancing of an organism from a potential pathogen. Early work in pathogen avoidance can be attributed to rodent models and even wild populations of lobster (Behringer et al., 2006; Kavaliers et al., 2004). In humans, the emotion of disgust is central to pathogen avoidance, as this core emotion is triggered by potential pathogens or pathogen-harboring substances (Curtis, 2014). In *C. elegans*, pathogen avoidance manifests as animals physically distancing themselves from pathogenic bacteria in their Petri dish environment, often climbing up the plastic sides and desiccating or burrowing into the agar. *dbl-1* mutants have increased avoidance of *E. coli*, suggesting that the standard laboratory food source for *C. elegans* may have increased pathogenicity in these animals compared to that in wild-type animals (Madhu et al., 2023; Olofsson, 2014). *dbl-1* mutants also show increased avoidance to three Gram-negative bacteria, compared to wild-type animals (Madhu et al., 2023), demonstrating that the DBL-1 pathway is required to suppress avoidance behavior.

The next strategy is immune resistance, which encompasses most traditional notions of disease fighting and can be found, to some extent, in all organisms. Immune resistance aims to reduce the pathogen burden once an infection is already established. This approach includes both innate immunity, such as physical barriers (skin, etc.) and the upregulation of AMPs, as well as adaptive immunity, such as antibodies. *C. elegans* only have innate immunity; thus, the primary method of resistance is the upregulation of AMPs in response to pathogen exposure. DBL-1/BMP signaling regulates the expression of many immune response genes, including those encoding lectins, lysozymes, lipases, P-glycoproteins of the ATP-binding cassette transporter family, caenacin AMPs and saposin-like proteins (Alper et al., 2007; Liang et al., 2007; Madhu et al., 2020; Mallo et al., 2002; Mochii et al., 1999; Roberts et al., 2010; Zugasti and Ewbank, 2009). Among these, caenacins play a critical role in the immune response and are induced upon infection. Notably, DBL-1 signaling promotes *cnc-2* expression in the epidermis in a dose-dependent manner (Zugasti and Ewbank, 2009). Recent studies also revealed that CNC-2, along with another AMP, ABF-2, are regulated by SMA-3 activity in the pharynx (Ciccarelli et al., 2024a). Conversely, DBL-1 signaling negatively regulates the expression of the saposin-like protein SPP-9 (Madhu et al., 2020; Roberts et al., 2010).

The last strategy in the immune response, and the least understood, is immune tolerance, which aims to reduce the negative impacts of infection on host fitness. While the presence of a pathogen in a host has direct consequences such as cell death, there are also indirect consequences that can hinder an effective immune response, such as high inflammation. Foundational work in maize and wheat (Caldwell et al., 1958; Schafer, 1971), as well as in rodent models, has differentiated tolerance from resistance (Ayres and Schneider, 2008; Råberg et al., 2009; Read et al., 2008). This work allowed the hypothesis to form that some genotypes are more capable of withstanding the side-effects of infection and thus more tolerant. In *C. elegans*, processes with a role in immune tolerance may include the microbiome and lipid metabolism; however, studies on these topics are less abundant than those on immune resistance. In this study, we sought to explore whether DBL-1 signaling regulates lipid metabolism under pathogenic conditions and whether this is protective, potentially relating its effects to immune tolerance.

Based on our results, we see two possible models, which are not mutually exclusive, for the identified changes in lipid metabolism: (1) the lipid changes feed into the immune response in a way that is intended to directly combat bacteria, perhaps through some sort of systemic signaling, or (2) the lipid changes contribute to immune tolerance. To differentiate between these models, expression levels of AMPs, or bacterial load, in fat metabolism mutants could be determined.

In conclusion, our research has established a direct link between lipid metabolism and survival of *C. elegans* on pathogen, revealing that BMP-dependent regulation of lipid stores contributes to *S. marcescens* resistance. The connection between the immune response and lipid metabolism is likely to be conserved. Our findings are consistent with work in *Drosophila melanogaster*, where a study found that infection activates mobilization of host lipid stores, improving survival (Deshpande et al., 2022a,b). Similar observations have been made in grapevines, in which lipid signaling regulates pathogen response (Laureano et al., 2021), demonstrating how widespread the relationship may be across phylogenetic kingdoms. Furthermore, in mammalian cells, there is an established requirement for lipids in fighting infection. Adipose tissue has been identified as a key contributor to the immune system by storing immune cells (Desruisseaux et al., 2007). Individual adipocytes have been implicated owing to their potential regulatory role on the immune system through the secretion of hormones. Fat cells also dynamically move to wound sites and act collaboratively with macrophages to prevent infection (Franz et al., 2018). This relationship may explain the findings from human patients, as individuals that have metabolic syndromes, including 450 million patients with diabetes, have increased risk of severe infection (Carey et al., 2018). Our findings thus have broad implications for understanding host–pathogen interactions and may pave the way for the development of therapies that improve outcomes against infectious diseases, particularly in the context of metabolic diseases.

## MATERIALS AND METHODS

### *C. elegans* strains and growth conditions

*C. elegans* strains were grown on EZ worm plates containing streptomycin (550 mg Tris-Cl, 240 mg Tris-OH, 3.1 g bactopeptone, 8 mg cholesterol, 2.0 g NaCl, 200 mg streptomycin sulfate and 20 g agar per liter) to be consistent with previous studies from the laboratory (Ciccarelli et al., 2024a; Clark et al., 2018). All strains were maintained on *E. coli* DA837, a commonly used streptomycin-resistant variant of OP50, at 20°C. N2 was used as a wild-type control in all experiments. BMP mutant strains used were LT207 *sma-3(wk30)* and LT121 *dbl-1(wk70)*. Lipid metabolism mutant strains used were BX156 *fat-6(tm331); fat-7(wa36)*, BX17 *fat-4(wa14)*, BX24 *fat-1(wa9)*, BX52 *fat-4(wa14) fat-1(wa9)*, VS18 *maoc-1(hj13)*, DR476 *daf-22(m130)* and VS8 *dhs-28(hj8)*. All mutations are strong loss-of-function or null alleles. Fluorescent lipid droplet reporter strain was LIU1 *IdrIs1 [dhs-3p::dhs-3::GFP+unc-76(+)]*, CS772 *dbl-1(wk70); IdrIs1 [dhs-3p::dhs-3::GFP+unc-76(+)]*. Genetic information was obtained from WormBase (Sternberg et al., 2024).

### Bacteria

Control bacteria used in all experiments were *E. coli* strain DA837, cultured at 37°C. Two pathogens were used for pathogenic bacteria exposure: *S. marcescens* strain Db11 (ATCC #13880) cultured at 37°C and *P. luminescens* (ATCC #29999) cultured at 30°C. All experiments involving pathogens were conducted on EZ worm plates without streptomycin.

### ORO neutral lipid staining

ORO staining was done as previously described (Clark et al., 2018). ORO stock solution was prepared by dissolving 0.25 g ORO powder in 50 ml isopropanol. Animals were collected after the desired time of pathogen exposure in PCR tube caps and washed three times in PBS to remove excess bacteria. Worms were fixed for 1 h in 60% isopropanol while rocking at room temperature with caps covered with PCR tubes. While worms were fixing, the ORO working solution was made and allowed to rock at room temperature for 1 h. After the working solution had equilibrated for 1 h, it was filtered using a 10 ml syringe through a 0.45 µm filter, then through a 0.2 filter. The 60% isopropanol was removed and replaced with ORO working solution. The caps were covered with tubes and left overnight to stain while rocking at room temperature. The next day, the ORO was removed, and worms were washed once with PBS with 0.01% Triton X-100 and then left in PBS while preparing slides for imaging. Worms were mounted on 2% agar pads on glass slides and imaged on a Zeiss Axioscope 2 using a Gryphax camera with Gryphax software. Images were taken using a 40× objective. ImageJ software was used to turn the *z*-stack images into a single composite image so the number of lipid droplets and their diameters could be quantified. For every animal, a 50 pixel by 50 pixel region was selected for quantification, ensuring the region was anatomically consistent across all images. Measurements were taken for each visible droplet. Any circular or spherical body was counted as a droplet (Clark et al., 2018).

### Survival analysis

Survival analysis was done as previously described (Ciccarelli et al., 2024a,b). Each survival plate was seeded with 500 µl Db11. 50 µM 5-fluoro-2′-deoxyuridine was added to each plate to prevent progeny and reduce the incidence of matricide by internal hatching of embryos. All survival experiments were carried out at 20°C. For each genotype, 120 L4 animals were picked for the experiment, and 20 animals were plated per survival plate. The numbers of alive and dead animals were counted at least 4 days per week. During the experiment, some animals were lost owing to burrowing, desiccation, etc. These animals were censored as their deaths were not observed. All survivals were repeated. Statistical analysis was done using log-rank (Mantel–Cox) test.

### Bacterial supernatant preparation

Overnight bacterial culture of DA837 and Db11 was prepared according to the temperatures specified above. Cultures were centrifuged for 5 min at 4000 ***g***, after which the supernatant should be relatively clear and the bacteria should be separated into a pellet. The supernatant was filtered through a 0.45 µm pore syringe filter to remove any remaining bacterial cells in the supernatant; however, secreted peptides should be able to pass through the filter. The supernatant was added to plates already seeded with DA837 in a 1:1 volume ratio and allowed to dry.

### RNA-seq

Worms were synchronized with an overnight egg lay and 4 h timed hatch. Animals were grown on DA837 until L4, at which point they were washed with M9 buffer and transferred either to Db11 plates or new DA837 plates. After 24 h, they were washed with M9 again and collected in 15 ml tubes. They were washed 3× with M9, removing supernatant each time. RNA was extracted using a Trizol and chloroform precipitation, followed by Qiagen RNeasy mini kit. RNA concentration was measured using a Qubit with the RNA Broad Range kit. Samples were frozen at −80°C until ready to send for sequencing. Three biologically independent replicates were collected. Sequencing was done at Azenta, resulting in a range of 22-40 M single-end reads per sample, with phred scores of 38-39. Reads were mapped to the *C. elegans* genome (WS273). Gene counts were generated with STAR. Approximately 92% of reads aligned. EdgeR was used to determine differentially expressed genes (FDR<0.05). Analysis was done using pandas, and Venn diagrams were generated with matplotlib.

### Fluorescence microscopy and image analysis

Animals were mounted on 2% agarose pads containing a 3 µl drop of 2.5 mM levamisole for immobilization. Images were taken on Zeiss LSM 900 with Airyscan 2 with Zen System software and a 63× objective. The anterior and posterior regions of the intestine were imaged as *z*-stacks. In Fiji, the *z*-stacks were converted to a maximum intensity projection, and the diameter and count of all visible lipid droplets in a 400 μm^2^ area were measured. For each experiment, *n*=5 per condition was repeated in duplicate.

### Fatty acid supplementation

Supplementation plates were prepared by making a base of EZ worm plates with no antibiotics and adding 0.1% tergitol (NP40). They were autoclaved as usual; then, after the medium had cooled to 50°C, 0.8 mM fatty acid stock solution was added and stirred until homogeneous. Plates were then poured as usual.

### ATP/PRO

Worms were synchronized by bleaching. Animals were grown on DA837 until L4, at which point they were washed with M9 buffer and transferred either to Db11 plates or to new DA837 plates. After 24 h, they were washed with M9 again and collected in 15 ml tubes. They were washed 3× with M9, removing supernatant each time. For each sample, 20 µl worm pellet was transferred into a labeled Eppendorf tube, 180 µl boiled Tris-EDTA buffer was added, and the tube was incubated at 100°C for 2 min. Tubes were then sonicated on ice by pulsing for 4 min at 60%, then centrifuged at 14,440 ***g*** for 10 min. The supernatant was transferred to new tubes and used for measuring ATP and protein. ATP measurement was done using a Roche ATP Bioluminescence Assay Kit. Protein measurement was done using a Thermo Fisher Scientific Pierce BCA Protein Assay Kit. Each assay was done in 96-well plates and measured with a Tecan Spark plate reader.

### Statistical analyses

Statistical analysis was performed in GraphPad Prism 10.

## Supplementary Material

10.1242/dmm.052357_sup1 Supplementary information

Table S1. Gene list of differentially expressed genes in N2 on *S. marcescens vs. E coli.*

Table S2. Gene list of differentially expressed genes in *dbl-1* on *S. marcescens vs. E coli.*

Table S3. Gene list of genes induced in N2 but not in *dbl-1* mutants on *S. marcescens* vs. *E coli.*

# Supplementary material for: BMP-dependent mobilization of fatty acid metabolism promotes Caenorhabditis elegans survival on a bacterial pathogen
**Source:** Dis Model Mech. 2025 Nov 25;18(11):dmm052357. doi: 10.1242/dmm.052357
**Supplement:** Supplementary information

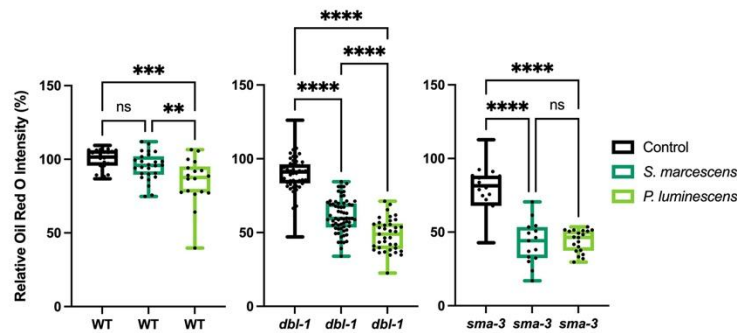

**Fig. S1. Quantification of fat storage relative to wildtype control.**

Lipid accumulation of wildtype, *dbl-1* and *sma-3* animals, respectively, after 24 hour pathogen exposure, stained with ORO. Quantification is presented as normalized to the wildtype control. This figure is a companion to Figure 1B,C,D, in which normalization is calculated relative to each internal genotype control. ORO experiments were repeated in triplicate on independent biological samples, with at least 15 animals per condition. Data points represent individual animals. Brown-Forsythe and Welch ANOVA multiple comparisons tests were used to determine significance.

ns =  $p > 0.01$ ; \* =  $p \leq 0.05$ ; \*\* =  $p \leq 0.01$ ; \*\*\* =  $p \leq 0.001$ ; \*\*\*\* =  $p \leq 0.0001$ .

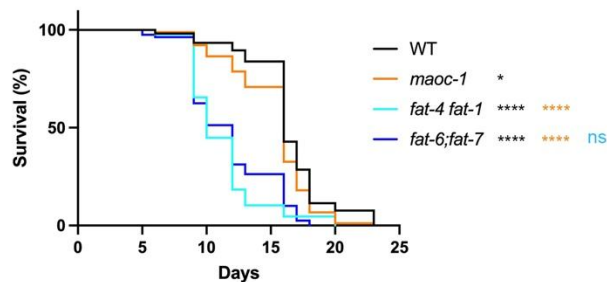

**Fig. S2. Fatty acid desaturation is more involved in survival after pathogen exposure than  $\beta$ -oxidation.**

Survival analysis of wildtype, *maoc-1*, *fat-4 fat-1* and *fat-6;fat-7* animals on *S. marcescens* bacteria. N values: WT (105), *maoc-1* (89), *fat-4 fat-1* (87), *fat-6;fat-7* (80).

ns =  $p > 0.01$ ; \* =  $p \leq 0.05$ ; \*\* =  $p \leq 0.01$ ; \*\*\* =  $p \leq 0.001$ ; \*\*\*\* =  $p \leq 0.0001$ .

Black asterisks denote significance relative to wildtype control; orange is significance relative to *maoc-1*; teal is significance relative to *fat-4 fat-1*.

**Table S1. Gene list of differentially expressed genes in N2 on *S. marcescens* vs. *E. coli*.**

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052357#supplementary-data>

**Table S2. Gene list of differentially expressed genes in *dbl-1* on *S. marcescens* vs. *E. coli*.**

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052357#supplementary-data>

**Table S3. Gene list of genes induced in N2 but not in *dbl-1* mutants on *S. marcescens* vs. *E. coli*.**

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052357#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

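RNA of whole animals was sequenced from wild-type animals and *dbl-1* mutants after 24 h on *E. coli* or *S. marcescens*, with 3 replicates per group and 12 libraries in all. The authors sequenced single-end reads, mapped them to the WormBase WS273 genome, counted them per gene with STAR and deposited the raw count for each library, 46911 genes with zeros listed. The authors also deposited a table of log2 CPM for all 12 libraries, made with edgeR. It is equal to edgeR's log2 CPM with TMM factors and a prior count of 2, with a largest difference of 4.97e-14. The version of STAR, the strand setting and the treatment of reads that map to several genes are not given in the sources used here, so values of overlapping, antisense or paralogous genes (*fat-6* and *fat-7*, the vitellogenins and the major sperm protein genes) are uncertain. All 12 columns were mapped to a genotype, bacteria and replicate from the labels.

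All values here were computed from the counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Symbols were found for 44053 of the 46911 genes, 2858 had none, and coordinates are those of the WBcel235 annotation. The fit used TMM factors, estimateDisp, glmQLFit and glmQLFTest with the package defaults, one mean per genotype and bacteria, no filter on low counts and Benjamini-Hochberg adjustment over all genes, with a threshold of 0.05. Comparisons were *S. marcescens* with *E. coli* within each genotype, the difference between these responses as an interaction, and *dbl-1* mutants with wild types on each bacteria. This model, the gene sets and the list of alternatives were chosen before the counts were examined. The model was chosen to match the statistics in Tables S1 and S2, so the paper's calls had been seen by then. The gene sets may therefore not be blind to those calls. Enrichment was tested with Fisher's exact test, two-sided, against the 13332 genes that pass filterByExpr, and sets were also tested with limma's camera and fry. With 3 libraries per group an exact test of one gene cannot give a p under 0.1, so p-values come from models that share information across genes.

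Total counts per library ranged from 20685083 to 44412295, with a median of 24827603. The 20 most abundant genes took 9.87 to 13.5% of the counts of a library. The p-values and errors of genes with few reads rest on the trend of the spread over expression, and a gene with 0 counts in every library of a group has no fold change that can be stated.

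The genes named were set by a rule with 4 parts: genes the paper names in its text; the DEGs among those Fig. 4C lists under desaturation, elongation, β-oxidation and CoA synthetases; for each genotype and for the genotype difference on *E. coli* the 3 largest rises and 3 largest falls among DEGs at a mean of at least 0 log2 CPM whose libraries do not overlap; and the 5 genes with the smallest interaction FDR. The values in Tables S1 to S3 and the colours in Fig. 4C had been seen when the rule was written. A gene outside it is said to have been picked after its values were seen.

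Whether replicate numbers pair libraries was tested with the correlation of residuals after removing the group means. In wild types the 3 pairs of libraries with the same replicate number had correlations of 0.459, 0.370 and 0.209, and in *dbl-1* mutants 0.144, 0.441 and 0.329, all above the minimum of 0.1 set for a pair. Across genotypes they were 0.107, 0.0924 and 0.0294 on *E. coli* and 0.108, -0.0587 and -0.0424 on *S. marcescens*, so replicates were treated as paired within a genotype only.

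The methods were tested on simulated data with 200 changed genes in 3 runs, without pairs of libraries. With a spread that followed the trend, edgeR without the filter recovered 91.8% of the changed genes and 1.45% of its calls were false. With a spread that differed between genes, it recovered 86.2%, and it made 34 calls in the simulated *dbl-1* comparison, in which no gene changed. After filterByExpr edgeR recovered 83.0%, DESeq2 86.7% with 15.0% of calls false, and limma-voom 82.3% with 5.52% false.

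The alternatives were RLE factors, library size only, DESeq2, limma-voom after filterByExpr, filterByExpr, replicate number as a block, only the 6 libraries compared, robust fitting, legacy = FALSE, an FDR threshold of 0.01 and leaving out each library in turn. A block for each pair within a genotype, the same after filterByExpr, and thinning every library to 20685083 counts were added after the data were seen. For the enrichment, all genes with a read also served as background. Marker lists of sperm genes (*msp* and *ssp* classes), yolk genes (*vit* class), male neuron genes and early embryo genes were written before they were tested. WormCat's annotation was not used, and lists read from Fig. 4C served only for counts and ranges. One line under sterols in Fig. 4C could not be read and was left out, and *acs-23*, *acs-25* and *acl-10* there match no symbol.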

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

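The tests of a mislabelled library, of sperm RNA, of shared control libraries and of less room to rise were chosen only after the result was seen, as were the replicate blocks for pairs within a genotype, the thinning to equal depth and the count of false interaction calls in simulated data.

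The response to *S. marcescens* differed between the genotypes by the interaction test of edgeR, with a higher response in wild types for 65 genes and a lower one for 30 (95 in all, 855 at an unadjusted p under 0.05). A difference between 2 groups under the same comparison is what singled these out. Among the genes of the rule, the response was higher in wild types for *fat-5* (interaction 1.64), *dhs-3* 0.60 (standard error 0.11, edgeR FDR 0.000175), *rol-1* 3.57 (standard error 0.53, edgeR FDR 8.97e-08), *col-63* 3.46 (standard error 0.59, edgeR FDR 1.2e-05), *lipl-5* (1.67), C17F4.7 1.26 (standard error 0.10, edgeR FDR 7.25e-34), *gba-4* 1.34 (standard error 0.13, edgeR FDR 4.73e-22) and *clec-50* 0.84 (standard error 0.10, edgeR FDR 1.71e-14). For *acs-2* it was 0.78 (standard error 0.13, edgeR FDR 8.95e-07), with a larger fall in *dbl-1* mutants. Below 0 were *spp-9* -3.23 (standard error 0.69, edgeR FDR 0.014), *acly-1* -0.46 (standard error 0.10, edgeR FDR 0.00206), *ugt-15* -2.26 (standard error 0.56, edgeR FDR 0.0313), *pgp-1* -2.02 (standard error 0.22, edgeR FDR 9.11e-16) and *spp-12* -2.15 (standard error 0.37, edgeR FDR 3.53e-05). The falls of *ugt-15* and *pgp-1* were larger in wild types, and *spp-9*, *acly-1* and *spp-12* rose in *dbl-1* mutants. In fits without pairs, only *lipl-5* was still called after filterByExpr, in limma-voom and with legacy = FALSE, which each gave 1 gene higher and 0 lower (452, 454 and 630 at an unadjusted p under 0.05), while DESeq2 gave 24 and 4. Its edgeR FDR was 0.045 after filterByExpr, and over its alternatives the adjusted p ran from 1.7e-90 to 0.045.

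Without wild-type *E. coli* replicate 3, the genes with a higher response in wild types numbered 37, and without wild-type *S. marcescens* replicate 1, 114. The others numbered 14 without wild-type *E. coli* replicate 2, 76 without wild-type *S. marcescens* replicate 2 and 18 without *dbl-1* *E. coli* replicate 3. Single libraries also decided the calls of *spp-9* (lost without wild-type *E. coli* replicate 1, wild-type *E. coli* replicate 2, wild-type *S. marcescens* replicate 1, wild-type *S. marcescens* replicate 3, *dbl-1* *E. coli* replicate 3 or *dbl-1* *S. marcescens* replicate 1), *ugt-15* (wild-type *E. coli* replicate 1, wild-type *S. marcescens* replicate 2, wild-type *S. marcescens* replicate 3, *dbl-1* *E. coli* replicate 1 or *dbl-1* *S. marcescens* replicate 3), *acs-2* (wild-type *E. coli* replicate 1, wild-type *S. marcescens* replicate 3, *dbl-1* *E. coli* replicate 3 or *dbl-1* *S. marcescens* replicate 2), *acly-1* (*dbl-1* *E. coli* replicate 3 or *dbl-1* *S. marcescens* replicate 2), *dhs-3* (wild-type *E. coli* replicate 3) and *spp-12* (wild-type *E. coli* replicate 1). The smallest and largest interaction with a library left out were -4.43 and -1.78 for *spp-9*, 0.21 and 1.65 for *acs-2* and -2.53 and -1.88 for *ugt-15*. With the pairs within each genotype as replicate blocks, 102 genes had a higher and 53 a lower response in wild types (155 in all). Of the 10 ways to split the 6 pairs of libraries into 3 and 3 in place of the genotypes, only the real one, 1 of 10, gave as many, and the others gave at most 53, but 10 splits cannot exclude chance. After filterByExpr with the same replicate blocks, 46 and 9 genes were called, 51 of them among the 95. DBL-1 is one open explanation, untested beyond this design, and in simulated data whose spread differed between genes, 55.7 of 207 interaction calls without the filter were false and 7.33 of 151 after filterByExpr, as means of 3 runs. These simulated libraries were not paired, so the shares need not hold for the real ones.

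The genotypes differed in many more genes than the bacteria, a comparison the paper does not report. On *E. coli*, 2154 genes were higher and 1101 lower in *dbl-1* mutants, and on *S. marcescens* 1963 were higher and 1424 lower (edgeR). With library size alone as scaling, 2639 were higher and 608 lower on *E. coli* and 2500 and 703 on *S. marcescens*, so the balance of directions depends on the scaling. Without wild-type *S. marcescens* replicate 1, 1668 were lower on *E. coli*, and without *dbl-1* *S. marcescens* replicate 1, 938 were lower on *S. marcescens*. Over the 10 splits of the 6 *E. coli* libraries, only the real one, 1 of 10, gave as many calls, and the same held on *S. marcescens* with 1 of 10, while every other split gave 0. With 3 libraries per group, the share of 1 of 10 splits cannot by itself exclude chance. The 3255 and 3387 calls against 0 in every other split argue against chance as the source. So does the first principal component, from -45.7 to -35.7 in wild-type libraries and from 25.2 to 51.5 in *dbl-1* libraries. Library depth did not explain the difference, since 2910 genes were called on *E. coli* with every library thinned to the smallest total. Nor did a few abundant genes, since 3516 were called without the 20 most abundant. Of the called genes, 3.72% lie within 2 Mb of *dbl-1*, against 4.03% of the genes that pass filterByExpr. This argues against linked variants that act on genes near them as the main source. The share cannot test a variant that acts on genes elsewhere in the genome, so other differences between the strains stay open. For 12 of 12 libraries, the correlation with every library of the same genotype was above that with every library of the other, which argues against a mislabelled library.

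The marker lists differed between the genotypes. Sperm genes had a median log2 fold change of 2.84 in *dbl-1* mutants on *E. coli*, with 34 of the 34 that pass filterByExpr higher, and their summed level was 82.9 to 217 CPM in *dbl-1* libraries and 21.3 to 37.7 in wild types. Yolk genes were lower, with a median of -1.35, 5 of 6 called, and sums of 45365 to 56428 CPM against 75257 to 79905. More sperm RNA in the *dbl-1* animals is a candidate explanation for part of the genotype difference, and so is a difference in developmental stage, which was not tested. Male neuron genes had a median of 0.63 on 31 and 21 reads in all, and 0 of them pass filterByExpr, so that males in the cultures cannot be told apart at this depth. Early embryo genes had a median of -1.28, but only 4 pass filterByExpr, 2 of them called lower, and the libraries of wild-type replicate 1 were as low as those of *dbl-1* mutants, which leaves the number of embryos open. An effect of DBL-1 itself on these transcripts also stays open.

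Of the 122 genes upregulated in wild types only, 58 were already higher in *dbl-1* mutants on *E. coli* (47.5%) and 26 lower, with a median log2 fold change of 0.29, while 14.9% of all genes that pass filterByExpr were higher and 8.07% lower. On *S. marcescens*, 41 of the 122 were higher and 53 lower, with a median of -0.14. The median was 0.46 without wild-type *E. coli* replicate 1, 0.17 without wild-type *S. marcescens* replicate 2 and 0.18 without *dbl-1* *S. marcescens* replicate 3. Wild-type libraries on *E. coli* enter both comparisons, which raises the starting level with no effect at all. In 20 simulations with unchanged *dbl-1* libraries the median was at most 0.115 where the spread followed the trend, and in 20 more at most 0.109 where it differed between genes, with at most 1 gene called higher. Simulated settings bound only what was simulated, so shared controls cannot be told apart for the median. Another part of the pattern is not open to that explanation: 41 of the 122 (33.6%) were higher in *dbl-1* mutants on both bacteria, against 1519 (11.4%) of the genes that pass filterByExpr. Those genes were not matched to the 122 for expression. The 122 were also lower more often on *E. coli*, 21.3% against 8.07%, so a larger share of calls was not limited to one direction.

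For the lipid genes among the 122, sperm RNA was tested across the 6 *dbl-1* libraries. The mean level of the 14 lipid genes that were higher in *dbl-1* mutants had a Pearson r of -0.656 with the sperm score (exact permutation p = 0.193) and a Spearman rho of -0.429 (exact permutation p = 0.419), and r was -0.546 without the 2 libraries farthest from the median. This was the only pair of scores compared across libraries. If sperm RNA had brought the whole genotype difference of these genes, their mean level would have to rise with the sperm score (both as 2 to the power of the score) with a slope of 16.3. The slope across the *dbl-1* libraries with bacteria in the model had a 95% confidence interval of -4.37 to 0.25, below the slope needed. These libraries are paired by replicate, and the sperm score differed mainly between pairs (2.34 and 2.08, 0.997 and 1.09, 2.38 and 2.37). The interval and the permutation p-values ignore the pairs, so the interval may be too narrow. With that limit, it argues against sperm RNA as the main source of the higher level of these genes. A difference in developmental stage stays open. Less room to rise from a higher starting level may contribute to the missing calls in *dbl-1* mutants. Shared upregulated genes were higher in *dbl-1* mutants on *E. coli* in 55.2% of cases, against 47.5%, and those upregulated in *dbl-1* mutants only in 48.8%, with a median log2 fold change of 0.33. These shares do not go with that explanation, but the difference of the shared genes from the genes upregulated in wild types only was not past the threshold (Fisher's exact test, two-sided, p = 0.425), which leaves it open.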

How the results depend on the processing

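The blocks for pairs within a genotype and the thinning to equal depth were chosen only after the result was seen. Of 122 named gene results, 122 were still called in the same direction with RLE factors and with robust fitting, 120 with library size only, 120 with the replicate block, 107 at an FDR of 0.01, 95 with DESeq2, 80 after filterByExpr, 80 with legacy = FALSE and 76 in limma-voom. With only the 6 libraries compared, 92 of 108 were, with pairs as replicate blocks 79 of 79, the same after filterByExpr 73 of 79, and thinned to equal depth 114 of 122. Lipid and pathogen response enrichments held in both genotypes and in the genes upregulated in wild types only under all alternatives, with odds ratios from 5.67 to 40.2. Robust fitting moved no count. Of the changes below, a cause was tested only for the fall in DEG and interaction counts after filterByExpr in edgeR, where a finite prior was enough to bring it. An FDR of 0.01 is stricter by construction, and fits of 6 libraries hold fewer samples.

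After filterByExpr, wild types had 107 upregulated and 41 downregulated genes and *dbl-1* mutants 45 and 56. The interaction was called for 1 gene higher and 0 lower in edgeR (452 at an unadjusted p under 0.05), 1 of them in Table S3. Shared upregulated genes were 20, *dbl-1*-only upregulated 25, wild-type-only downregulated 13, shared downregulated 28 and *dbl-1*-only downregulated 28. The starting level was 0.20 and the detoxification odds ratio for the genes upregulated in wild types only was 3.14, no longer past the threshold. In limma-voom after that filter, the counts were 104 and 43 in wild types, 48 and 42 in *dbl-1* mutants, interaction 1 and 0 (454 at an unadjusted p under 0.05, 1 in Table S3), shared upregulated 18, wild-type-only downregulated 22, shared downregulated 21 and *dbl-1*-only downregulated 21, the starting level 0.15 and the detoxification odds ratio 3.18. With legacy = FALSE in edgeR, they were 92 and 48, 50 and 62, interaction 1 and 0 (630 at an unadjusted p under 0.05, 1 in Table S3), wild-type-only upregulated 73, shared upregulated 19, wild-type-only downregulated 18, shared downregulated 30, *dbl-1*-only downregulated 32, starting level 0.16 and odds ratio 3.77.

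With DESeq2, 61 genes were downregulated in wild types and 86 in *dbl-1* mutants, the interaction was called for 24 and 4 genes, 18 of Table S3, shared upregulated genes were 34, wild-type-only downregulated 23, shared downregulated 38 and *dbl-1*-only downregulated 48, and the detoxification odds ratio was 2.33. With only the 6 libraries compared, 114 genes were upregulated in wild types and 171 in *dbl-1* mutants, 61 in wild types only and 118 in *dbl-1* mutants only, 28 were downregulated in wild types only, and the starting level was 0.044. With library size only, 608 and 703 genes were lower in *dbl-1* mutants on *E. coli* and *S. marcescens*. At an FDR of 0.01, the interaction was below 0 for 17 genes and 946 were lower in *dbl-1* mutants on *S. marcescens*. The starting level was 0.34 with RLE factors and 0.34 with the replicate block, where the detoxification odds ratio was 2.67. With pairs as replicate blocks, 218 genes were downregulated in wild types and 170 upregulated in *dbl-1* mutants, the interaction was called for 102 and 53, *dbl-1*-only upregulated genes were 83 and wild-type-only downregulated 134, and with the filter too the interaction was below 0 for 9.

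In limma's camera, an estimated correlation gave an adjusted p of 0.0546 and 0.0553 for the lipid and pathogen response sets in wild types and 0.0766, 0.0933 and 0.0757 for the lipid, pathogen response and detoxification sets in *dbl-1* mutants, all no longer past the threshold. With limma's fry, the adjusted p of the pathogen response set in *dbl-1* mutants was 0.0893, and with the replicate block in limma's camera that of the detoxification set in wild types was 0.0482. Over the alternatives these ranged in wild types from 1.34e-07 to 0.0546 (lipid), 7.68e-07 to 0.0575 (pathogen response, the highest with the replicate block and an estimated correlation together) and 0.0482 to 0.552 (detoxification), and in *dbl-1* mutants from 0.000276 to 0.0766, 0.00015 to 0.0933 and 0.000367 to 0.0757 in limma.

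With each library left out in turn, upregulated genes ranged from 118 to 208 in wild types (118 without wild-type *E. coli* replicate 3, 119 without replicate 1) and from 69 to 153 in *dbl-1* mutants (153 without wild-type *S. marcescens* replicate 1). Downregulated genes in wild types ranged from 85 to 224 (224 without wild-type *S. marcescens* replicate 2). The interaction ranged from 37 to 114 genes above 0 (37 without wild-type *E. coli* replicate 3, 114 without wild-type *S. marcescens* replicate 1) and from 14 to 76 below (14 without wild-type *E. coli* replicate 2, 18 without *dbl-1* *E. coli* replicate 3, 76 without wild-type *S. marcescens* replicate 2), and from 19 to 38 in Table S3 (19 without *dbl-1* *E. coli* replicate 3, 20 without wild-type *E. coli* replicate 3). Genes lower in *dbl-1* mutants ranged from 746 to 1668 on *E. coli* (1668 without wild-type *S. marcescens* replicate 1) and from 938 to 1613 on *S. marcescens* (938 without *dbl-1* *S. marcescens* replicate 1).

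Wild-type-only upregulated genes ranged from 79 to 138 (79 without wild-type *E. coli* replicate 1, 80 without replicate 3) and shared upregulated genes from 38 to 70 (38 without wild-type *E. coli* replicate 3). Those upregulated in *dbl-1* mutants only ranged from 28 to 83 (83 without wild-type *S. marcescens* replicate 1, 65 without replicate 2, 28 without *dbl-1* *E. coli* or *S. marcescens* replicate 1). Those downregulated in wild types only ranged from 28 to 163 (28 without wild-type *E. coli* replicate 2, 92 without replicate 1, 163 and 104 without wild-type *S. marcescens* replicates 2 and 3), and in *dbl-1* mutants only from 44 to 128 (44 without *dbl-1* *S. marcescens* replicate 2, 128 without wild-type *S. marcescens* replicate 1). The starting level ranged from 0.17 to 0.46 (0.46 without wild-type *E. coli* replicate 1, 0.17 without wild-type *S. marcescens* replicate 2, 0.18 without *dbl-1* *S. marcescens* replicate 3). The detoxification odds ratio of the genes upregulated in wild types only ranged from 1.94 to 5.19, and was past the threshold no longer without wild-type *E. coli* replicates 1 (3.50) and 3 (2.27), wild-type *S. marcescens* replicate 1 (1.94) and *dbl-1* *E. coli* replicate 2 (2.61).

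Directions reversed for 2 genes, *acs-2* and *pud-3*. The wild-type change of *acs-2* ranged from -0.73 to 0.20 with a library left out (0.20 without wild-type *E. coli* replicate 3 and 0.050 without wild-type *S. marcescens* replicate 1). Its genotype difference on *E. coli* ranged from -0.28 to 0.79 (-0.13 without wild-type *E. coli* replicate 1 and -0.28 without *dbl-1* *E. coli* replicate 3). The wild-type change of *pud-3* ranged from -0.95 to 0.14 (0.14 without wild-type *E. coli* replicate 2). Depth limits *fat-7* and *cpt-3*, with at most 13 and 4 counts in a *dbl-1* library, and *rol-1* and *col-63*, with at most 16 in a wild-type library, so that small responses of these genes were not detectable there.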

Differences from the paper's values

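Of the paper's DEG counts, gene values and library sizes that were compared, none differs by more than 1.5 times, and no gene value in sign. Counted totals per library were 20.7 M for the smallest and 44.4 M for the largest, and the paper's values are 22 and 40 M reads. The largest counted total is above the paper's largest number of reads, although counted reads are a part of those sequenced, and the reason was not found.

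The paper places lipid metabolism first among enriched categories in both genotypes. With the gene class sets used here, the lipid set had the highest odds ratio of 3 in wild types (15.4) and the lowest in *dbl-1* mutants (8.56, 95% confidence interval 4.74 to 14.6), below the pathogen response set (9.43, 5.47 to 15.6) and the detoxification set (10.9, 6.60 to 17.3). These intervals overlap. The lipid set ranked first in *dbl-1* mutants under 4 of 26 alternatives: limma-voom after filterByExpr, only the 6 libraries compared, without *dbl-1* *E. coli* replicate 1 (10.6), and with all genes with a read as background. WormCat's categories were not used, which limits the comparison. For the genes upregulated in wild types only, the lipid set ranked first here as in the paper.

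The paper describes *fat-4* and several elongases as induced on the pathogen in a manner that needs BMP signaling. Of the 9 elongase genes *elo-1* to *elo-9*, *elo-1* and *elo-5* were upregulated DEGs in wild types, and in *dbl-1* mutants edgeR called 0 (2 at an unadjusted p under 0.05) and DESeq2 and limma-voom 0. The difference between genotypes had an edgeR FDR of 1 for *fat-4*, *elo-1* and *elo-5* over all genes, with interactions of 0.15, 0.23 and 0.13, and none was called under any of 23 alternatives, by edgeR, DESeq2 or limma-voom. Adjusted over the list alone, which is not independent evidence, the edgeR FDR was 0.152, 0.0234 and 0.218, so that *elo-1* alone was past the threshold.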

Other observations

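The tests with libraries thinned to equal depth, with a block for each pair, of other effects of the filter and of splits of both genotypes together were chosen only after the result was seen, and those of splits of one genotype and of the prior degrees of freedom were planned.

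The 6 libraries of a genotype can be split into 3 and 3 in 10 ways. In wild types 2 of 10 splits, the real one included, gave as many DEGs as the 297 between the bacteria, and the other gave 427. In *dbl-1* mutants 2 of 10 did, with 247 and 277 DEGs. The splits with 427 and 277 DEGs part only 1 of the 3 pairs of replicates, so differences between pairs enter them. The 3 other splits that part all 3 pairs, as the real one does, gave 2, 3 and 1 DEGs in wild types and 6, 0 and 0 in *dbl-1* mutants (edgeR), fewer than the real one in each case. For a genotype taken alone chance cannot be excluded, since neither 10 splits nor the 4 that part all pairs are enough for that. The genotypes have separate libraries, and 120 DEGs were shared in the same direction against 5 in opposite directions. Of 32 ways to combine splits of both genotypes that part all pairs, in both orientations, only the real one, 1 of 32, gave as many shared genes, and the others gave at most 5. Over all 200 ways the others gave at most 47. This argues against chance as the source of the shared DEGs, and the DEGs of one genotype only stay open. Library depth did not explain the wild-type DEGs, since 275 were called with every library thinned to the smallest total.

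Fewer genes were called after filterByExpr, 148 in wild types against 297, 101 in *dbl-1* mutants against 247 and 1 for the interaction against 95. A candidate explanation is the prior degrees of freedom, which were infinite without the filter and 6.51 with it. With an infinite prior forced on the filtered genes, 500, 383 and 168 were called, so that with the prior held infinite the filter raised all 3 counts. The finite prior is thus enough to bring the fall in these fits, and other effects of the filter go the other way. The planned test asked for a wild-type count within 1.5 times of 297, and 500 lies above that. These fits ignore the pairs of libraries. With a block for each pair after filterByExpr, 234 genes were upregulated and 119 downregulated in wild types and 129 and 143 in *dbl-1* mutants, at a finite prior of 13.5 degrees of freedom.

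Without the pathogen, genes of Fig. 4C already differed between the genotypes. On *E. coli*, 10 of 13 peroxisomal β-oxidation genes were higher in *dbl-1* mutants and 2 lower, 13 of 22 CoA synthetase genes were higher and 0 lower in edgeR (13 at an unadjusted p under 0.05), with 12 and 0 in DESeq2 and 12 and 0 in limma-voom. Of 7 desaturation genes, 0 were higher and 5 lower in edgeR (7 at an unadjusted p under 0.05), DESeq2 and limma-voom. Of the mitochondrial β-oxidation genes 7 were higher and 7 lower, and of the elongation genes 5 and 1. Of the glycolysis genes 6 were higher and 0 lower in edgeR (8 at an unadjusted p under 0.05), with 5 and 1 in DESeq2 and 5 and 0 in limma-voom, and of the tricarboxylic acid cycle 6 and 1. The largest rises of single genes on *E. coli* were *col-17* (5.39), *ugt-18* (5.37) and *rol-1* (5.32), and the largest falls *pud-3* (-6.39), *fat-7* (-5.26) and *dod-3* (-4.65), among DEGs at a mean of at least 0 log2 CPM whose libraries do not overlap.

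For genes the paper names elsewhere, *nhr-49* (-0.038 in wild types and -0.0098 in *dbl-1* mutants), *skn-1* (-0.11 and -0.087), *sma-3* (0.20 and 0.21), *cnc-2* (0.17 and 0.14) and *abf-2* (0.48 and -0.029) each had an edgeR FDR of 1 in both genotypes, and *cnc-2* and *abf-2* had at most 25 counts in any library. The level of *spp-9* rose in *dbl-1* mutants by 1.67 and was higher there on *E. coli* by 5.08. Its rise fell to 0.20 without *dbl-1* *S. marcescens* replicate 1.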
